# Transcriptome Landscape of *Mycobacterium smegmatis*

**DOI:** 10.3389/fmicb.2017.02505

**Published:** 2017-12-18

**Authors:** Xinfeng Li, Han Mei, Fang Chen, Qing Tang, Zhaoqing Yu, Xiaojian Cao, Binda T. Andongma, Shan-Ho Chou, Jin He

**Keywords:** *Mycobacterium smegmatis*, transcriptome, transcriptional start site, leaderless mRNA, gene structural re-annotation, operon, sub-operon, highly active promoter

## Abstract

The non-pathogenic bacterium *Mycobacterium smegmatis* mc^2^155 has been widely used as a model organism in mycobacterial research, yet a detailed study about its transcription landscape remains to be established. Here we report the transcriptome, expression profiles and transcriptional structures through growth-phase-dependent RNA sequencing (RNA-seq) as well as other related experiments. We found: (1) 2,139 transcriptional start sites (TSSs) in the genome-wide scale, of which eight samples were randomly selected and further verified by 5′-RACE; (2) 2,233 independent monocistronic or polycistronic mRNAs in the transcriptome within the operon/sub-operon structures which are classified into five groups; (3) 47.50% (1016/2139) genes were transcribed into leaderless mRNAs, with the TSSs of 41.3% (883/2139) mRNAs overlapping with the first base of the annotated start codon. Initial amino acids of MSMEG_4921 and MSMEG_6422 proteins were identified by Edman degradation, indicating the presence of distinctive widespread leaderless features in *M. smegmatis* mc^2^155. (4) 150 genes with potentially wrong structural annotation, of which 124 proposed genes have been corrected; (5) eight highly active promoters, with their activities further determined by β-galactosidase assays. These data integrated the transcriptional landscape to genome information of model organism mc^2^155 and lay a solid foundation for further works in *Mycobacterium*.

## Introduction

*Mycobacterium tuberculosis* is the pathogen responsible for tuberculosis, which is second only to HIV/AIDS as the greatest cause of death worldwide. In fact, in 2015, 10.4 million people suffered from tuberculosis with 1.8 million deaths from the disease (World Health Organization WHO, 2016). The slow-growing and pathogenic features make it difficult to study on *M. tuberculosis*. Being a “fast grower” and non-pathogen, *M. smegmatis* has been used as a research model for *M. tuberculosis* to investigate on a wide variety of mycobacterial physiological processes, including drug resistance, dormancy, fatty acid metabolism, gene regulatory networks (Morbidoni et al., 2006; Cordone et al., 2011; Yang et al., 2012; Deng et al., 2015; Liu et al., 2016).

RNA-seq has recently emerged as a method allowing people to study RNA-based regulation in a genome-wide manner. Compared to microarray, RNA-seq exhibits unique advantages including: higher sensitivity, higher throughput, larger dynamic range, better genome sequence independence, and in single-nucleotide resolution (Wang et al., 2009), which make it more ideal for comprehensive systematic and accurate transcriptome analyses. There are two types of RNA-seq experiments, namely typical RNA-seq and differential RNA-seq (dRNA-seq) experiments. In a typical RNA-seq experiment, RNAs are converted to a cDNA library and amplified by PCR. Following deep sequencing, the sequences obtained are mapped to a reference genome for further data analysis. In the dRNA-seq library method, the original RNA sample is first treated with 5′-monophosphate-RNAs (5′-p-RNAs) terminator exonuclease (TEX) to specifically degrades 5′-p-RNAs but retain 5′-triphosphate-RNAs (5′-ppp-RNAs), thus relatively enriching the primary transcripts (5′-ppp-RNAs) (Sharma and Vogel, 2014). This method has been widely used to identify the primary 5′-ends in various bacteria (Sharma et al., 2010; Wurtzel et al., 2010; Cortes et al., 2013; Thomason et al., 2015; Babski et al., 2016). Compared to dRNA-seq, typical RNA-seq can also be used to identify the 5′-ends of transcripts, but it cannot distinguish the 5′-ends of primary transcripts from the 5′-ends of processed transcripts. However, the typical RNA-seq has unique advantages in quantifying gene expression levels and identifying operon structures.

In prokaryotic genomes, the typical RNA-seq could be applied to: (1) uncover the global transcriptional profile in genome scale, identify differentially expressed genes (DEGs) and determine the differences in transcriptional levels between wild type and its mutants at distinct conditions (Wang et al., 2013b; Li et al., 2016; Hendrickson et al., 2017); (2) identify 5′-ends of transcript (Wang et al., 2013a; Liao et al., 2015); single-nucleotide resolution enables RNA-seq to globally identify the first nucleotide in 5′-ends. Previously, 5′-ends of transcript were generally identified by 5′-Rapid Amplification of cDNA Ends (5′-RACE), which is troublesome and costly; (3) correct gene structural annotation (Perkins et al., 2009); currently, the majority of sequenced bacterial genomes are annotated by an algorithm-based program which is automated but error-prone. The combination of transcriptome data with algorithmic predictions could greatly facilitate gene structural annotation. (4) discover new genes (Arnvig et al., 2011; Ignatov et al., 2013). Mapping RNA-seq data to genome makes it possible to identify new genes (especially small non-coding RNAs) in intergenic region, within a gene, as well as those in the negative strand; (5) define operon and sub-operon structures (Wang et al., 2013; Fortino et al., 2014). Some genes in prokaryotes are organized into operons, which are co-transcribed to generate polycistronic transcripts. Through transcriptome mapping, we can clearly identify whether genes are transcribed together. Moreover, in operon, some internal genes possess their own TSSs (a typical symbol of sub-operon), which can be also elucidated by RNA-seq.

For *Mycobacterium*, RNA-seq has also been applied. Wang et al. (2013) applied RNA-seq to depict the operon structures in *M. marinum* and Cortes et al. (2013) used dRNA-seq to globally identify TSSs in *M. tuberculosis*. In mc^2^155, Shell et al. (2015) revealed a high abundance of leaderless mRNAs and small proteins by the combination of RNA-seq and ribosome profiling data. Other studies mainly focused on the identification of DEGs in different conditions (Petridis et al., 2015; Li et al., 2016; Wu et al., 2016; Hillion et al., 2017). However, no comprehensive insights have been achieved regarding *M. smegmatis* yet.

In the present study, we explored temporal gene expression profiles, identified 2139 TSSs throughout the genome, depicted 2233 operon and/or sub-operon structures, revealed a high proportion of leaderless mRNAs that were further verified them by Edman degradation, corrected structural annotation of 124 genes, and screened eight highly active promoters by combining growth-phase-dependent RNA-seq with related experiments in mc^2^155. Together, we have comprehensively examined the expression profiles and transcriptional structures of mc^2^155, which shall greatly facilitate further mycobacteria researches.

## Materials and methods

### Bacterial strains and growth conditions

Strains used in this study are listed in Table 1. *Escherichia coli* strain DH5a was grown in lysogeny broth (LB) medium. mc^2^155 wild type strain and its derivatives were grown at 37°C in Middlebrook 7H9 medium (Difco Becton Dickinson, USA) supplemented with 0.5% (v/v) glycerol and 0.05% (v/v) Tween 80, or on Middlebrook 7H10 agar (Difco Becton Dickinson, USA) supplemented with 0.5% (v/v) glycerol (Tang et al., 2014). When necessary, antibiotics were added to the culture containing either 50 μg/mL of kanamycin or 100 μg/mL of ampicillin.

**Table 1:** Strains used in this study.

**Strains**	**Characteristics or purposes**	**References**
mc^2^155	Wild-type *M. smegmatis* mc^2^155	Li and He, 2012
mc^2^155/pMV261-P*_*MSMEG*_0538_-lacZ*	P*_*MSMEG*_0538_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_0559_-lacZ*	P*_*MSMEG*_0559_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_0965_-lacZ*	P*_*MSMEG*_0965_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_1060_-lacZ*	P*_*MSMEG*_1060_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_1076_-lacZ*	P*_*MSMEG*_1076_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_1771_-lacZ*	P*_*MSMEG*_1771_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_2389_-lacZ*	P*_*MSMEG*_2389_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_2756_-lacZ*	P*_*MSMEG*_2756_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_3022_-lacZ*	P*_*MSMEG*_3022_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_3050_-lacZ*	P*_*MSMEG*_3050_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_3084_-lacZ*	P*_*MSMEG*_3084_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_3255_-lacZ*	P*_*MSMEG*_3255_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_3896_-lacZ*	P*_*MSMEG*_3896_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_4326_-lacZ*	P*_*MSMEG*_4326_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_4625_-lacZ*	P*_*MSMEG*_4625_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_4891_-lacZ*	P*_*MSMEG*_4891_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_4993_-lacZ*	P*_*MSMEG*_4993_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_5081_-lacZ*	P*_*MSMEG*_5081_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_5543_-lacZ*	P*_*MSMEG*_5543_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_5789_-lacZ*	P*_*MSMEG*_5789_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_6427_-lacZ*	P*_*MSMEG*_6427_* activity determination	This study
mc^2^155/pMV261-P*_*MSMEG*_6467_-lacZ*	P*_*MSMEG*_6467_* activity determination	This study
mc^2^155/pMV261-*MSMEG_4921*	Edman sequencing	This study
mc^2^155/pMV261-*MSMEG_6422*	Edman sequencing	This study
*Escherichia coli* DH5α	Cloning host	Stored by our laboratory
DH5α/pMD19-*MSMEG_2196*	Identification the TSS of *MSMEG_2196*	This study
DH5α/pMD19-*MSMEG_3756*	Identification the TSS of *MSMEG_3756*	This study
DH5α/pMD19-*MSMEG_3757*	Identification the TSS of *MSMEG_3757*	This study
DH5α/pMD19-*MSMEG_4985*	Identification the TSS of *MSMEG_4985*	This study
DH5α/pMD19-*MSMEG_5223*	Identification the TSS of *MSMEG_5223*	This study
DH5α/pMD19-*MSMEG_6235*	Identification the TSS of *MSMEG_6235*	This study
DH5α/pMD19-*MSMEG_6917*	Identification the TSS of *MSMEG_6917*	This study
DH5α/pMD19-*MSMEG_6920*	Identification the TSS of *MSMEG_6920*	This study

### RNA isolation and RNA-seq

mc^2^155 cells equivalent to 30 OD_600_ (e.g., 30 mL of 1 OD_600_ of one culture) were harvested from each sample (three growth phases each in two biological replicates) and then quickly-frozen in liquid nitrogen. The bacteria pellet was transferred into a mortar containing liquid nitrogen, and was lysed by constant grinding (in the presence of liquid nitrogen), into a fine powder. The powder was transferred to a 2 mL tube containing 1 mL TRIzol Reagent (Invitrogen, CA, USA), and shaken vigorously, until the powder dissolved uniformly. Then, 200 μL of chloroform was added to the mixture and mixed vigorously for 15 s. The mixture was incubated on ice for 5 min, followed by centrifugation at 10,000 × g for 15 min at 4°C. Equal volumes (400 μL) of upper clear supernatant and isopropanol were mixed in a fresh 1.5 mL tube to precipitate RNA. It was mixed immediately by gently inverting 8~10 times, and stored on ice for 15 min, followed by centrifugation at 10,000 × g for 30 min at 4°C. The upper clear phase was discarded, and 1 mL of 75% ethanol was added to wash the RNA pellet. The sample was gently washed by inverting 4–6 times, followed by centrifugation at 5,000 × g for 2 min at 4°C. Ethanol washing was repeated twice. Following the wash steps, ethanol was discarded. RNA was eventually dried by exposing to air for 5 min (air-dry) at room temperature. Finally, the RNA pellet was dissolved in 50 μL of RNase-free water, and stored at −80°C. Note that all reagents and materials used in this experiment were RNase-free.

For RNA-seq, 10 μg of total RNA from each sample was first treated with RNase-free DNase I (Takara, Japan) to prevent the potential contamination of genomic DNA. Ribosomal RNAs were removed using the RiboZero rRNA removal kit (Epicentre, USA) for gram-positive organisms prior to sequencing analysis. Hundered nanograms of rRNA-depleted RNA from each sample was fragmented into 200–300 nts and used as a template for randomly primed PCR. Strand-specific cDNA libraries were prepared by standard techniques for subsequent Illumina sequencing using the mRNA-seq Sample Prep kit (Illumina, USA). The resulting cDNAs were sequenced on an Illumina HiSeq 2500 (Shao et al., 2015).

### RNA-seq data analysis

The quality of the raw sequence data was first assessed by FastQC, the sequences further filtered and trimmed by Trimmomatic (Bolger et al., 2014). Clean reads were then used to map to the reference genome of mc^2^155 (NC_008596.1) by Bowtie2 (Langmead and Salzberg, 2012). BEDTools (Quinlan and Hall, 2010) analysis was performed on the alignments generated by Bowtie2 in order to quantify the mapped reads. To facilitate the comparison of expression levels of different samples, reads for CDSs were normalized with the total read count per sample and presented in the form of Reads Per Kilobase Per Million Reads (RPKM). The quantity of differential expressions of all transcripts was obtained using DEGseq (Wang et al., 2010) to include fold change values. In context, DEGs are those with two-fold changes or more, with FDR (false discovery rate) <0.001. As for single-nucleotide resolution transcriptome map, cleaned reads were mapped to mc^2^155 genome by BLASTN to get their genome location. Then Perl script was used to count the expression level of each nucleotide. Data were visualized using Artemis software.

### TSSs validation by 5′-RACE

To verify the TSSs identified by RNA-seq, 5′-RACE was performed using a tobacco acid pyrophosphatase (TAP)-based 5′-RACE kit according to manufacturer's instructions as previously described (Ali et al., 2017). The selected regions were amplified from 5′-RACE cDNA library using adapter primers (outer and inner primers) and gene specific primers (Table S1). After multiplex amplification, PCR products were purified and ligated into pMD19-T vector, and then transformed into *E. coli* DH5α (Table 1). Clones were sequenced and the first nucleotides next to 5′-RACE adaptor were considered to be the TSSs.

### Edman degradation to identify N-terminal amino acids

N-terminal sequencing was performed on proteins translated from leaderless mRNAs to identify their translation initiation amino acid residues. To get the test proteins, leaderless genes fused with 6 × His tag were over-expressed under the control of their own promoters based on the expression vector pMV261, and then, respectively, transformed into mc^2^155 strain to obtain a series of derivative strains. The native promoter could hardly be induced, so two highly expressed leaderless genes *MSMEG_4921* and *MSMEG_6422* were selected. For protein purification, the two mc^2^155 derivatives were harvested at mid-exponential phase, followed by cell lysis using French press. The clear lysate was loaded onto a Ni^2+^-NTA affinity column for protein purification. Purified proteins were applied on a 15% SDS-PAGE and then transferred to PVDF blotting membrane for Edman sequencing using PPSQ-31A protein sequencer (Shimadzu, Japan). The strains and primers used are listed in Table 1 and Table S1, respectively.

### Operon prediction

Operons prediction was based on the transcriptome map, visualized in Artemis. The prediction was carried out according to previously described method (Wang et al., 2013b). Briefly, genes in an operon share the same orientation, and transcripts should cover the intergenic region of the two adjacent genes. In addition, the ratio of the two gene expression levels should be <2. According to these two principles, we manually inspected the transcription of all 6,947 genes across the whole genome.

### β-galactosidase assay

β-galactosidase activity was performed in mc^2^155 by translational/transcriptional fusion of promoter to *lacZ* gene based on the expression vector pMV261. For translational fusion, the promoter regions, 5′-UTRs and partial N-terminal amino acids were fused with *lacZ* gene, while promoter and 5′-UTRs only were included in transcriptional fusion. P*hsp60* promoter was used as control when assessing the relative β-galactosidase activity of selected promoters (Yang et al., 2012). Reporter plasmids were transformed into wild type strain to obtain corresponding recombinant strains. All strains were grown in 7H9 medium at 37°C. β-galactosidase activity was determined as previously described (Miller, 1972). The strains and primers used are listed in Table 1 and Table S1, respectively.

## Results

### Global view of RNA-seq data at different growth phases

The growth curve of mc^2^155 in 7H9 broth is a prerequisite for its transcriptome profile which comprises a series of growth-phase-dependent RNA-seq experiments. Results indicate that mc^2^155 reached mid-exponential phase at 16 h; early-stationary phase at 26 h and mid-stationary phase at 39 h (Figure S1). Two biological replicates were harvested from each of these three time points, and their total RNAs were extracted for subsequent experiments. All of the six RNA samples obtained from three different growth phases (two biological replicates) were found to exhibit high integrity with RNA Integrity Numbers (RINs) more than 9.5. Strand-specific cDNA libraries were then constructed and sequenced on an Illumina HiSeq 2000 platform. After removing low quality reads, 10 million clean reads were obtained for each library. 

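The values deposited for these cultures are RPKM of 6717 coding genes in 6 libraries, 2 per growth phase, of *M. smegmatis* mc2155, the fast-growing laboratory strain. The authors removed ribosomal RNA, made strand-specific libraries, aligned the reads to the mc2155 genome with Bowtie2 and divided the reads of each gene by its length and by the reads of the library. The reads behind these values could be counted, because the RPKM of a gene must be a whole number of reads divided by its length. For 6715 of the 6717 genes the recovered number lay within 0.01 of a whole number in all 6 libraries. For 1166 of them the length was itself searched for to give whole numbers. Those pass by construction, and their recovered reads may be a fraction of the true number. The totals of the libraries came from the reads and lengths that the authors list for part of the genes. They were 6127691 and 4926736 reads for the libraries of 16 h, 5339113 and 5104080 for those of 26 h and 2627860 and 3017022 for those of 39 h. These are the reads that the RPKM were scaled to. They are fewer than the clean reads of each library that the paper counts. The recovered reads of the listed genes summed to nearly the whole of each total, 6122858 for 16 h replicate 1 and 2625559 for 39 h replicate 1. The totals are therefore close to the reads counted in coding genes. Where the other clean reads went could not be told. A single read was worth 0.163 to 0.381 RPKM in a gene of 1 kb. Fewer than 10 reads were found for 353 to 519 genes per library. Where the text gives a mean ± SD it is over the 2 libraries of a phase.

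Changes between phases were tested with limma on log2(RPKM + 1), with the libraries scaled as the authors scaled them. The 6198 genes with a mean RPKM of 5 or more were tested, and the spread was estimated from all 6 libraries together, with 3 residual degrees of freedom. A gene was called a DEG at a fold of 2 or more and an adjusted p under 0.05. The authors' DEGseq test measures the sampling of reads, while this test measures the spread between cultures, so the numbers of DEGs are not counts of the same kind. In data simulated from these libraries with known changes at 39 h against 16 h over 6198 genes, 5 of 67 genes changed 2-fold, 59 of 67 changed 4-fold and 65 of 66 changed 8-fold were called, with 3 calls among 5953 unchanged genes. A change near 2-fold was therefore mostly out of reach in that simulation. Part of this comes from the fold limit itself, since a gene changed 2-fold is not called where its estimate falls below 2-fold. The simulation also changed far fewer genes than were called at 39 h, which makes the adjusted p stricter there. In the data, 3806 genes were called at 39 h against 16 h, and 4173 passed without the fold limit. The spread between cultures was uneven: 145 genes differed more than 2-fold between the libraries of 16 h, 923 between those of 26 h and 529 between those of 39 h. Each library of 26 h was also placed on the line from the mean of 16 h (0) to the mean of 39 h (1) over the genes tested. Replicate 1 lay at 0.242 and replicate 2 at 0.475. The COG and KEGG members behind Figures 2 and 3 were not used here. In their place stand 28 lists of genes by function, written from annotated gene products before the data were examined, as were the limma fits, the thresholds and the rule for which genes are named, though values in Tables S2 and S7 had partly been seen. The tests by voom on recovered reads and the extended lists were chosen after the data were seen. Gene products and symbols came from Table S2, of which the part used here holds the first 26.5% of the genes, from Table S3 and from the RefSeq annotation of the same genome.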

The complete genome and trancriptome information of mc^2^155 are shown in Figure 1.

**Figure 1:**
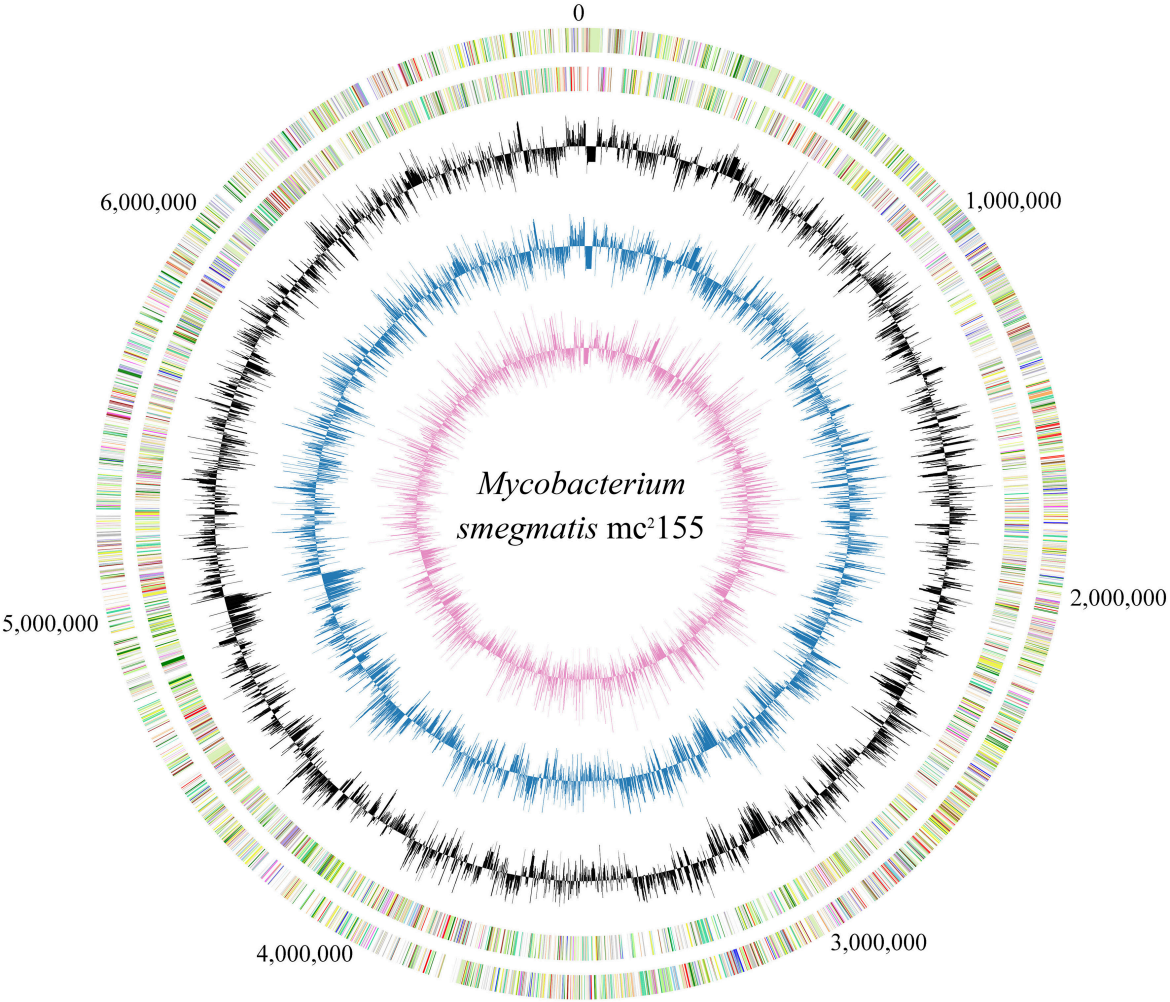
Circular map of *M. smegmatis* mc^2^155 genome and the corresponding transcriptome. Numbers outside circle show the genome coordinate. Moving inward, the subsequent two rings show CDSs in forward and reverse strands, respectively, with colors representing different COG categories. The inner three rings were colored in black, blue and purple representing the transcriptome maps at 16, 26, and 39 h, respectively; the uneven lines above and below the middle circle lines represent the expression level greater or lower than average.

### Gene expression profiles during different growth phases

In order to temporally investigate distinct biological processes, we analyzed gene expression profiles of the growth-phase-dependent RNA-seq data (Table S2). Comparison of RPKM values for each growth phase revealed significantly lower transcriptional levels for mid-stationary phase genes than those in the other two growth phases (Wilcoxon test, *p* < 0.001; Figure 2A). 

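The transcripts that filled the libraries changed between phases. At 16 h the highest mean RPKM belonged to *MSMEG_4326* (*acpP*), which encodes an acyl carrier protein, with 23582 ± 9029 (SD, n = 2 libraries), and to *MSMEG_0559*, a hypothetical protein, with 21492 ± 8754. At 39 h the highest were *MSMEG_3141*, *MSMEG_1076* and *MSMEG_1789*, all hypothetical proteins, and *MSMEG_6467*, the starvation-induced DNA protecting protein. The RPKM of *MSMEG_3141* was 149 ± 14.4 at 16 h and 30049 ± 1405 at 39 h. The neighbours *MSMEG_1788* and *MSMEG_1790* stood beside *MSMEG_1789* among the 10 highest genes at 39 h.

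The 100 highest genes held 31.2% ± 0.996 of the summed RPKM of a library at 16 h (SD, n = 2), 34.4% ± 4.35 at 26 h and 51.0% ± 0.747 at 39 h. Counted in reads, 362 genes at 16 h, 320.5 at 26 h and 148 at 39 h made up 50% of a library (mean of 2). The median of log2(RPKM + 1) over all genes was 5.48 ± 0.0409 at 16 h, 5.33 ± 0.0415 at 26 h and 4.93 ± 0.0291 at 39 h (SD, n = 2). The difference between 39 h and 16 h was -0.54, and both libraries of 39 h lay below the other 4 (difference -0.47, one-sided exact permutation test, p = 0.0667, the smallest p that 2 libraries against 4 allow). With 2 libraries against 2, the smallest two-sided p of an exact test is 0.33. Across genes (n = 6717), which are not replicates, a rank-sum test gave p = 1.31e-12 for 39 h against 16 h, 9.52e-09 for 39 h against 26 h and 0.265 for 26 h against 16 h. The paper names a Wilcoxon test without its form. The signed-rank form across genes (n = 6717), run after the data were seen, gave p = 9.19e-120, 1.35e-91 and 8.88e-101 in the same order. The difference of medians depends on the scaling: with libraries scaled by a weighted trimmed mean of log ratios (TMM-like) it was 0.16 between 39 h and 16 h, the reverse direction.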

The differences in gene expression levels among the three growth phases were also analyzed with respect to different Cluster of Orthologous Groups of proteins (COG). DEGs were analyzed using mid-exponential phase RNA-seq data as control. In the mid-stationary phase, DEGs (especially down-regulated genes) are obviously increased in some clusters when compared to early-stationary phase (Figures 2B,C). 

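Genes of a propane monooxygenase locus were among those that rose most by mid-stationary phase. *MSMEG_1971*, which encodes the large subunit of the propane monooxygenase hydroxylase, had an RPKM of 4.07 ± 2.35 at 16 h (SD, n = 2) and 5156 ± 2191 at 39 h (log2 fold change 10.00, standard error 0.59, adjusted p = 0.000160 from limma). *MSMEG_1974* (*mimD*) and *MSMEG_1972* of the same locus had log2 fold changes of 9.48 and 9.20. *MSMEG_1787*, an RsbW protein, and *MSMEG_3255*, a DoxX subfamily protein, had 8.41 and 8.39. Among the largest falls were *dosR* (*MSMEG_5244*), the regulator of the dormancy response, from 4130.4 ± 752 to 217 ± 88.0 RPKM (log2 fold change -4.30, standard error 0.52, adjusted p = 0.000626 from limma), the Maf-like protein *MSMEG_1811* (-4.80), the inorganic pyrophosphatase gene *ppa* (*MSMEG_6114*, -4.30) and *nadC* (*MSMEG_3201*, -4.38).

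At 39 h against 16 h, 1217 genes were up-regulated and 2589 down-regulated, and at 39 h against 26 h 968 and 1978. At 26 h against 16 h, 156 were up-regulated and 123 down-regulated. The excess of down-regulated genes at 39 h goes with the scaling. The median log2 fold change of all genes tested was -0.66 at 39 h against 16 h and -0.21 at 26 h against 16 h. With every library centred on its median, 1755 genes were up-regulated and 1770 down-regulated at 39 h against 16 h, and 142 and 65 at 26 h. Without 39 h replicate 1 the DEGs of 39 h against 26 h numbered 1961.

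In early-stationary phase the hypothetical proteins *MSMEG_5543* and *MSMEG_1774* rose, with log2 fold changes of 6.13 and 5.89, as did *MSMEG_3289* and *MSMEG_3438* (6.12 and 6.08). *MSMEG_6242* and *MSMEG_6241* (log2 fold changes -3.76 and -3.63), the mycobactin gene *mbtD* (*MSMEG_4512*, -3.10) and the universal stress protein gene *MSMEG_3945* (-3.16) fell. The adjusted p of *MSMEG_5543* from limma was 0.0168 and that of *MSMEG_6242* 0.00683. These calls at 26 h were mostly lost when a library of 16 h or 39 h was left out. A library of 39 h does not enter the fold change at 26 h (6.13 for *MSMEG_5543* with or without it), only the estimate of the spread. Without 16 h replicate 1, 4 genes passed (*MSMEG_3786*, *MSMEG_6240*, *MSMEG_6241* and *MSMEG_6242*, all lower). Without 16 h replicate 2 none passed in limma, with 330 higher and 466 lower at an unadjusted p under 0.05. Without 39 h replicate 1 or 39 h replicate 2, 1 passed (*MSMEG_1131*). Without 26 h replicate 1, 771 passed, 439 higher and 332 lower. *MSMEG_1131* and *MSMEG_3786* are named because so few genes were left, after their values were seen.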

We propose that in a cluster when the number of down regulated genes is far more than up-regulated genes, the cluster would be considered as down-regulated and *vice versa*. Thus, in the early-stationary phase (26 h), “carbohydrate transport and metabolism [G]” cluster was up-regulated, whereas “coenzyme transport and metabolism [H]”, “lipid transport and metabolism [I]” and “translation, ribosomal structure, and biogenesis [J]” clusters were down-regulated (Figure 2B). 

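Few genes of sugar transport, glycogen, cofactors, lipids or translation passed the test in early-stationary phase. Of 37 genes of carbohydrate transport and use, 2 were higher at 26 h than at 16 h, the transporters *MSMEG_3536* (log2 fold change 4.39, adjusted p = 0.0481 from limma) and *MSMEG_5559* (4.22), and the carbohydrate kinase *MSMEG_3785* was lower (-2.67). Adjusted over the list alone, 3 were higher and 1 lower. Of 7 genes of trehalose and glycogen metabolism, *glgC* (*MSMEG_5078*, 2.37) and *glgX* (*MSMEG_6507*, 1.61) were higher, and 4 adjusted over the list alone. With the replicate number as a block, *glgC* (adjusted p = 0.0526 from limma), *MSMEG_3536* (0.0508) and *MSMEG_3785* (0.0528) lost their calls. *MSMEG_3785* and *MSMEG_6507* were named after their values were seen.

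None of 33 genes of cofactor synthesis passed in limma, over all genes or adjusted over the list alone, with 0 higher and 5 lower at an unadjusted p under 0.05 and none by voom. None of 50 genes of fatty acid beta-oxidation passed either, with 3 higher and 8 lower at an unadjusted p under 0.05 and none by voom. Of 18 genes of fatty acid and mycolic acid synthesis, the acyl carrier protein *MSMEG_3311* was higher (log2 fold change 3.14, standard error 0.53, adjusted p = 0.0259 from limma) and *fabG* (*MSMEG_0294*, -1.81, named after its value was seen) lower, 1 and 2 adjusted over the list alone. For translation, none of 45 ribosomal proteins passed, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 6 were lower, and voom called none. Their median log2 fold change was -0.52, which is -0.31 relative to the median of all genes. With camera, limma's test of a list against all other genes, the list stood lower (adjusted p = 0.00818 with the preset correlation of 0.01, adjusted p = 0.798 with an estimated correlation). That call was lost without 16 h replicate 2, where the adjusted p from limma's camera was 0.270. Of the 7 lists of 27 that camera called at 26 h, none held with an estimated correlation, and 1 list had an unadjusted p under 0.05 in that test. The median of the carbohydrate list was 0.13 (adjusted p = 0.133 from limma's camera). Without 26 h replicate 2 it was -0.21, and without 26 h replicate 1 limma's camera called the list (adjusted p = 0.0230) and 7 members were higher and 2 lower. Without 16 h replicate 1, 16 h replicate 2, 39 h replicate 1 or 39 h replicate 2, limma called no gene of the carbohydrate, glycogen and lipid synthesis lists, though 3 to 7 of the 37 carbohydrate genes were higher at an unadjusted p under 0.05. The adjusted p of *MSMEG_3536* was then 0.176, 0.220, 0.104 and 0.103, in that order, and with the libraries centred on their medians it was 0.0628. Without 26 h replicate 1, 5 glycogen genes were higher, 2 lipid synthesis genes higher and 3 lower, 1 beta-oxidation gene higher and 2 lower, and 1 cofactor gene and 1 ribosomal protein lower. Without 26 h replicate 2, 1 cofactor gene was higher.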

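Nucleotide, cofactor and replication genes fell by mid-stationary phase, each group with exceptions. Of 33 genes of purine and pyrimidine synthesis, 29 were lower at 39 h than at 16 h and 1 was higher, over all genes and adjusted over the list alone. *MSMEG_5427* had a log2 fold change of -2.96. Ribonucleotide reductase genes moved apart. *nrdF2* (*MSMEG_1033*) had a log2 fold change of -2.95. *MSMEG_0358*, the subunit beta of another ribonucleotide-diphosphate reductase, rose from 34.2 ± 0.719 to 683 ± 259 RPKM (log2 fold change 4.23, standard error 0.57, adjusted p = 0.000854 from limma). The median of the list was -2.15 (-1.49 relative to the median of all genes, adjusted p = 0.000304 from limma's camera, adjusted p = 0.667 with an estimated correlation).

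Of 33 genes of cofactor synthesis, 22 were lower and 3 higher, over all genes and adjusted over the list alone. *nadA* (*MSMEG_3199*, quinolinate synthetase of NAD synthesis) fell from 746 ± 286 to 39.7 ± 7.65 RPKM (log2 fold change -4.16, standard error 0.91, adjusted p = 0.00573 from limma), and *coaD* (*MSMEG_2414*) had -3.18. The 3 higher were *panE* (*MSMEG_0153*, 1.36), *MSMEG_0661* (1.91) and the ThiC gene *MSMEG_0149* (1.39, but 0.99 and not called with quantile normalization), named after their values were seen. The list's median was -1.83 (-1.17 relative to all genes, adjusted p = 0.0124 from limma's camera, adjusted p = 0.667 with an estimated correlation).

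Of 12 genes of DNA replication, 10 were lower and 1 was higher, over all genes and adjusted over the list alone. *MSMEG_1229* (-0.72), annotated as *gyrB*, did not pass. *MSMEG_0005*, the gene next to *gyrA*, was among the 10 lower. *MSMEG_1229* and *MSMEG_0005* were named after their values were seen. *gyrA* (*MSMEG_0006*) had a log2 fold change of -2.74. The higher gene, a type I topoisomerase (*MSMEG_1784*), rose from 1.32 ± 0.174 to 160.01 ± 41.5 RPKM (log2 fold change 6.09, standard error 0.58, adjusted p = 0.000411 from limma). The list's median was -2.22 (-1.56 relative to all genes, adjusted p = 0.0419 from limma's camera, adjusted p = 0.667 with an estimated correlation). The call from limma's camera was lost without 16 h replicate 1 (adjusted p = 0.0581), without 16 h replicate 2 (0.0581) and without 39 h replicate 1 (0.0542), and with a filter at a mean RPKM of 20 (0.137). Of the 11 lists of 27 that camera called at 39 h, none held with an estimated correlation, and 1 list had an unadjusted p under 0.05 in that test.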

In the mid-stationary phase, “nucleotide transport and metabolism [F]”, “coenzyme transport and metabolism [H]”, “translation, ribosomal structure and biogenesis [J]”, and “replication, recombination and repair [L]” clusters were down-regulated; however, no cluster was up-regulated (Figure 2C).

**Figure 2:**
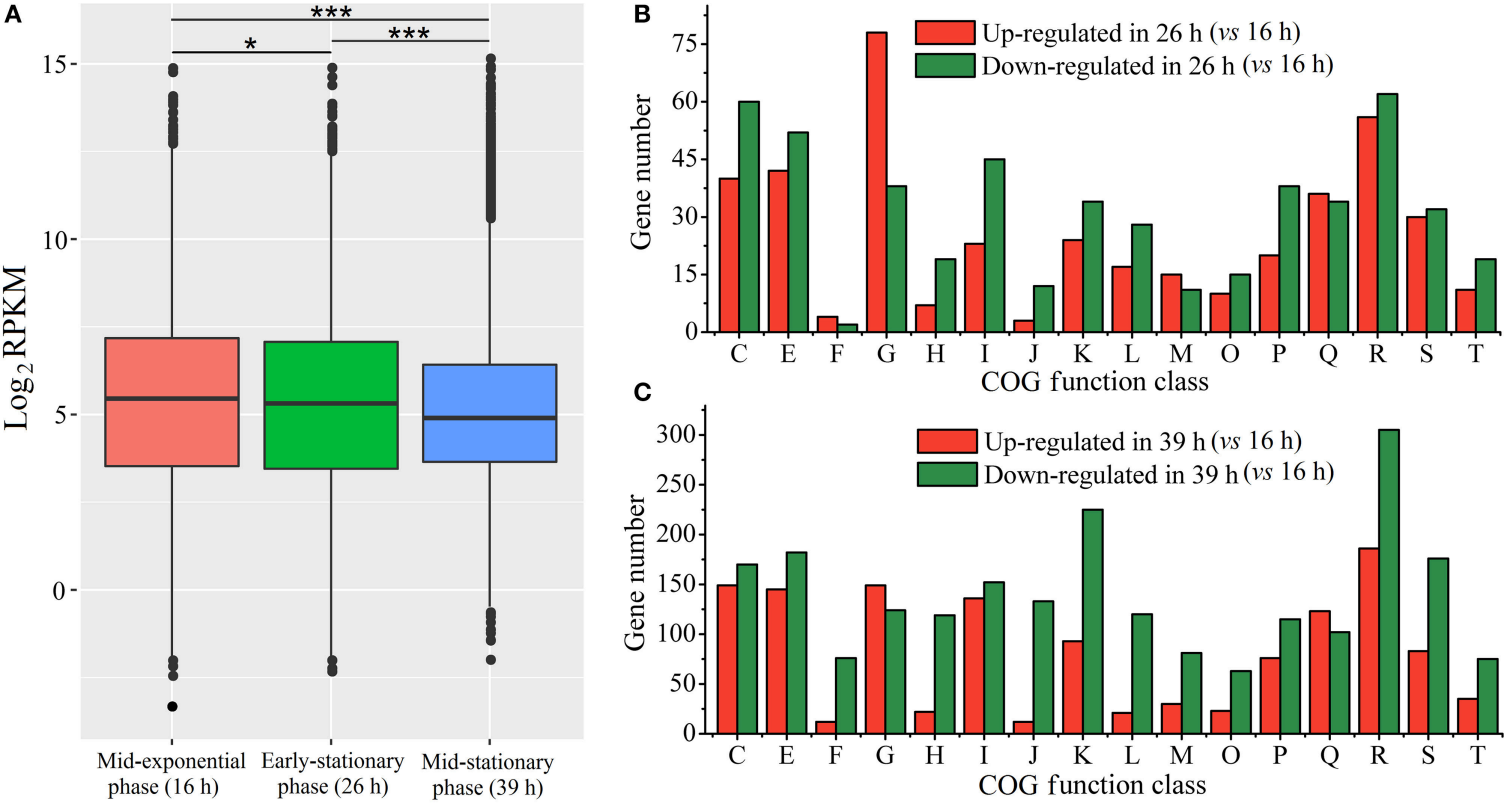
Gene expression levels in RNA-seq data. **(A)** The median expression levels of different growth phases measured by RPKM for whole identified genes. RPKM values of each sample were analyzed using Wilcoxon test, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001. **(B,C)** respectively indicate the number of DEGs in distinct COG functional categories at the early-stationary phase (26 h) and mid-stationary phase (39 h). The COG functional categories are as follows: C, energy production and conversion; E, amino acid transport and metabolism; F, nucleotide transport and metabolism; G, carbohydrate transport and metabolism; H, coenzyme transport and metabolism; I, lipid transport and metabolism; J, translation, ribosomal structure and biogenesis; K, transcription; L, replication, recombination and repair; M, cell wall/membrane/envelope biogenesis; O, posttranslational modification, protein turnover, chaperones; P, inorganic ion transport and metabolism; Q, secondary metabolites biosynthesis, transport and catabolism; R, general function prediction only; S, function unknown; T, signal transduction mechanisms.

Furthermore, DEGs were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis to find out temporally associated biological functions. As shown in Figure 3, pathways with member genes significantly regulated (Q-value < 0.05) were marked in bold and underlined. As mentioned above, transcriptional levels of most genes were substantially reduced in mid-stationary phase; however, most of the genes in “inositol phosphate metabolism”, “degradation of aromatic compounds” and “oxidative phosphorylation” pathways were up-regulated (Figure 3A and Figure S2). In contrast, the majority of genes were significantly down-regulated, especially genes in “translation” (including “ribosome” and “aminoacyl-tRNA biosynthesis” pathways) process (Figure 3B and Figure S2).

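Within oxidative phosphorylation, the genes of NADH dehydrogenase complex I rose while those of ATP synthase and most of the cytochrome genes fell. All 14 *nuo* genes of complex I were higher at 39 h than at 16 h, over all genes and adjusted over the list alone. *nuoD* (*MSMEG_2060*) rose from 3.15 ± 0.292 to 160.5 ± 8.29 RPKM (log2 fold change 5.28, standard error 0.32, adjusted p = 0.000167 from limma). All 8 genes of ATP synthase were lower, over all genes and adjusted over the list alone, and *atpE* (*MSMEG_4941*) fell from 1274 ± 184 to 132 ± 77.4 RPKM (log2 fold change -3.39, standard error 0.50, adjusted p = 0.00119 from limma). The median log2 fold changes were 4.92 for complex I (5.58 relative to the median of all genes, adjusted p = 1.52e-11 from limma's camera, adjusted p = 0.525 with an estimated correlation) and -2.93 for ATP synthase (-2.27 relative to all genes, adjusted p = 0.0161 from limma's camera, adjusted p = 0.667 with an estimated correlation). With a filter at a mean RPKM of 20 camera no longer called ATP synthase (adjusted p = 0.0598 from limma).

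Of 16 genes of cytochrome oxidases and succinate dehydrogenases, 12 were lower and 4 higher, over all genes and adjusted over the list alone (median -2.13, adjusted p = 0.450 from limma's camera). *ctaC* (*MSMEG_4268*), a subunit of cytochrome *c* oxidase, had a log2 fold change of -3.34. The 4 higher were *MSMEG_5605*, a subunit of a cytochrome *bd* oxidase (log2 fold change 6.85, standard error 0.82, adjusted p = 0.000622 from limma), *sdhA* (*MSMEG_0418*, 3.34) and the neighbouring *MSMEG_0417* (3.13), and *MSMEG_1693* (1.33), which lost its call without 16 h replicate 1 (adjusted p = 0.0542 from limma), with quantile normalization (log2 fold change 0.98) and with a pseudocount of 10 (0.61). *MSMEG_1693* was named after its value was seen. Over the 38 genes of these 3 lists, 18 were higher and 20 lower.

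For inositol, the list held 5 genes, of which 2 were higher and 3 lower, over all genes and adjusted over the list alone. The methylmalonate-semialdehyde dehydrogenase genes *MSMEG_1498* and *MSMEG_2449* (both *mmsA*) had log2 fold changes of 3.57 and 1.04. The 3 genes listed as inositol monophosphatases, *MSMEG_2762*, *hisN* (*MSMEG_2083*) and *MSMEG_4190*, had -2.57, -2.19 and -1.78. The symbol *hisN* is that of a histidine synthesis gene, so its place in the inositol list is uncertain. *MSMEG_2449* lost its call without 16 h replicate 1 (adjusted p = 0.157), 16 h replicate 2 (0.160), 39 h replicate 1 (0.167) or 39 h replicate 2 (0.103, limma), which leaves 1 higher gene. *MSMEG_2449* was named after its value was seen. Of 9 genes of aromatic compound degradation, 1 was higher and 3 were lower, over all genes and adjusted over the list alone. The reductase of anthranilate dioxygenase (*MSMEG_3594*) had a log2 fold change of 1.51, and without 16 h replicate 2 it no longer passed (adjusted p = 0.0757 from limma). *pcaH* (*MSMEG_2601*, 1.41) did not pass, but did with 26 h replicate 1 left out (adjusted p = 0.00261), 26 h replicate 2 left out (0.00269) or only the 4 libraries of 16 h and 39 h (0.00261). It also passed with median centring (adjusted p = 0.0262 from limma), TMM-like scaling (0.0292), quantile normalization (0.0188) or a replicate block (0.0313). The muconate isomerase *MSMEG_2382* fell (-2.28), as did the salicylate hydroxylase *MSMEG_4641* (-1.27), which did not pass with the libraries centred on their medians (-0.66), TMM-like scaling (-0.56) or quantile normalization (-0.81). With that centring, 4 of the 9 were higher and 1 was lower.

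These 2 lists are short, and an extended form, chosen after the data were seen, adds genes by their RefSeq symbols, named after their values were seen. It held 8 inositol genes, of which 5 were higher and 3 lower (median 1.98, 2.64 relative to all genes, adjusted p = 0.138 from limma's camera). The added *iolB* (*MSMEG_4663*), *iolC* (*MSMEG_4661*) and *iolD* (*MSMEG_4664*) had log2 fold changes of 3.72, 2.93 and 3.88. Of 24 aromatic degradation genes, 11 were higher and 4 lower (median 0.95, 1.61 relative to all genes, adjusted p = 0.0124 from limma's camera, adjusted p = 0.574 with an estimated correlation). The benzoate dioxygenase gene *benB* (*MSMEG_1907*) rose from 2.76 ± 0.567 to 49.5 ± 9.20 RPKM. *catA* (*MSMEG_1911*, 2.76) lost its call when a library of 16 h or 39 h was left out, and its adjusted p was 0.110 without 16 h replicate 1, 0.0962 without 16 h replicate 2, 0.195 without 39 h replicate 1 and 0.103 without 39 h replicate 2 (limma). Without 16 h replicate 2, 5 of the 24 were higher, and without 39 h replicate 1, 7.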

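Most genes of ribosomal proteins, aminoacyl-tRNA synthetases and translation factors fell by mid-stationary phase. Of 45 ribosomal proteins, 38 were lower at 39 h than at 16 h and none was higher, over all genes and adjusted over the list alone. *rplL* (*MSMEG_1365*), which encodes L7/L12 of the 50S subunit, fell from 4029.7 ± 1169.9 RPKM at 16 h to 330.4 ± 148 at 39 h (log2 fold change -3.65, standard error 0.45, adjusted p = 0.000656 from limma), and *rpsL* (*MSMEG_1398*) had a log2 fold change of -3.28. The 45 values ran from -3.65 to -0.44. Their median was -1.84, or -1.19 relative to the median of all genes (adjusted p = 3.73e-05 from limma's camera, adjusted p = 0.667 with an estimated correlation), and with the libraries centred on their medians 31 of the 45 were still lower.

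All 11 aminoacyl-tRNA synthetases were lower, over all genes and adjusted over the list alone. *aspS* (*MSMEG_3003*) fell from 235 ± 8.62 to 26.5 ± 9.27 RPKM (log2 fold change -3.15, standard error 0.31, adjusted p = 0.000429 from limma), and *glyS* (*MSMEG_4485*) had -2.93. The list's median was -2.73 (-2.07 relative to all genes, adjusted p = 0.00219 from limma's camera, adjusted p = 0.667 with an estimated correlation). Of 7 translation factors, 5 were lower and none higher, over all genes and adjusted over the list alone, among them *tsf* (*MSMEG_2520*, -3.21) and *prfB* (*MSMEG_2086*, -2.64). The camera test of limma did not call that list (adjusted p = 0.0752). It did without 39 h replicate 2 (adjusted p = 0.0388 from limma), with quantile normalization (0.0399), without a filter (0.0449) and in the extended list, chosen after the data were seen (0.0318, 0.574 with an estimated correlation). Of the 4 genes of the RNA polymerase core, *rpoZ* (*MSMEG_3053*, -2.62) was lower and *rpoA*, *rpoB* and *rpoC* did not pass.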

**Figure 3:**
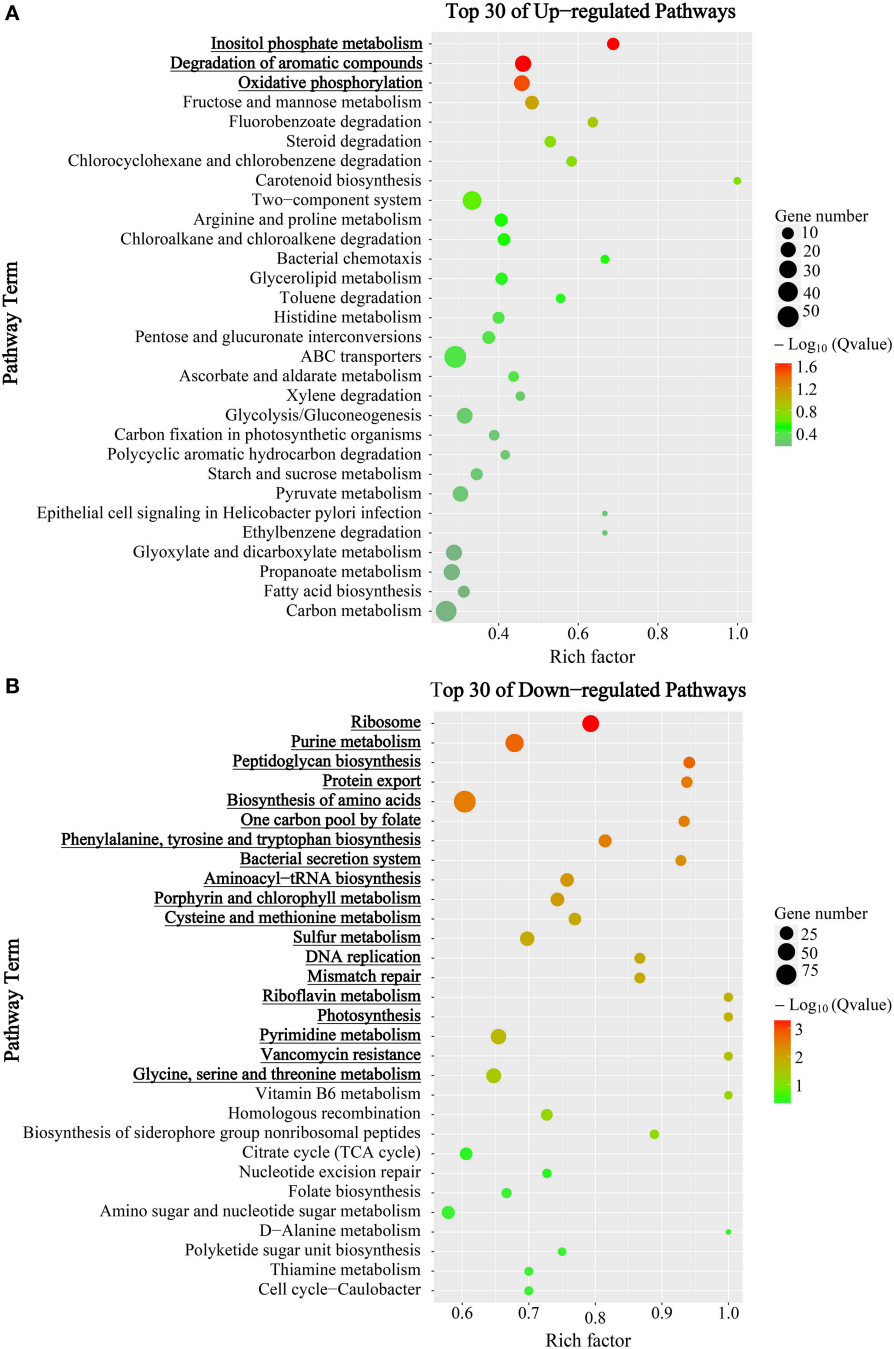
KEGG enrichment analysis of DEGs between mid-exponential and mid-stationary phases. Y-axis label represents the distinct KEGG pathways, and X-axis label represents rich factor (rich factor = amount of DEGs in the pathway/amount of all genes in background gene set). The colors of the dots represent the Q-values of enrichment. Red color indicates high enrichment, while blue color indicates low enrichment. Pathway terms were sorted by Q-value in ascending order; and were marked in bold and underlined when Q-value < 0.05. The sizes of the dots represent the gene number of enrichment. **(A)** Top 30 up-regulated KEGG pathways. **(B)** Top 30 down-regulated KEGG pathways.

### Genome-wide identification of TSSs

Transcriptional start sites (TSSs) typically refer to the 5′-ends of primary transcripts, but not 5′-ends of the processed transcripts. In our transcriptome data, most of the 5′-ends of transcripts (except for those of processed transcripts) are indeed their TSSs, thus we used the term “TSSs” in the following text. To locate TSSs in genome-wide scale, clean reads were mapped to mc^2^155 genome to generate single-nucleotide resolution transcriptome maps. However, the uneven transcriptome map caused by sequencing makes it hard to identify all the TSSs, especially internal TSSs which could typically imply the existence of small RNAs. Therefore, to improve the accuracy and reliability of our study, we only focused on the TSSs found at the beginning of mRNA transcripts. We manually inspected the transcriptome maps separately and successively. As shown in Figure 4A, the whole view of strand-specific transcriptional maps of *MSMEG_3068*-*3078* gene cluster was uneven, which is common in RNA-seq caused by sequencing bias. The first nucleotide significantly enriched at the beginning of transcript is considered to be the TSS. 

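*MSMEG_3071* (*ribE*), a riboflavin synthase subunit, and *MSMEG_3070*, an LprG lipoprotein, stand back to back on opposite strands. *MSMEG_3070* lies on the minus strand from 3143957 to 3144667 of the mc2155 genome, with its TSS at 3144667, the first base of the coding sequence. The TSS of *MSMEG_3071* is at 3144739. These positions come from the first 1996 of the 2139 TSSs of Table S3, the part used here. *MSMEG_3071* had an RPKM of 650.5 ± 107 at 16 h (SD, n = 2), 537 ± 251 at 26 h and 75.9 ± 23.9 at 39 h, and *MSMEG_3070* had 892 ± 75.7, 788 ± 254 and 166 ± 35.9. Both fell at 39 h against 16 h (*MSMEG_3071* log2 fold change -3.11, standard error 0.42, adjusted p = 0.000860 from limma, and *MSMEG_3070* -2.43). Of the 11 genes from *MSMEG_3068* to *MSMEG_3078*, 8 were lower at 39 h and *MSMEG_3075* was higher (1.21), while *ggt* (*MSMEG_3076*, 0.55), named after its value was seen, and *MSMEG_3077* did not pass. Without 16 h replicate 1 or without 39 h replicate 2, 5 of the 11 were lower, and without 16 h replicate 2 *MSMEG_3075* no longer passed (adjusted p = 0.0569 from limma). With the libraries centred on their medians 5 were lower and 2 higher.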

Single-nucleotide resolution of transcriptional maps showed that the transcriptions of *MSMEG_3071* and *MSMEG_3070* genes were clearly enriched at TSSs (Figures 4B,C). In this way, we totally identified 2139 TSSs throughout the mc^2^155 genome (Table S3). To further confirm TSSs identified by RNA-seq, eight transcripts were randomly selected and verified by the canonical 5′-RACE method (Table S4). The results showed that TSSs identified by RNA-seq and 5′-RACE experiments overlapped at an identical nucleotides, which validates the accuracy of RNA-seq based TSSs identification. In general, promoters are located immediately upstream of TSSs. Thus, sequences 50 nts upstream of identified TSSs were scanned for potential conserved promoter motif by MEME. As a result, a conserved −10 motif (TANNNT) was found ranging 7–12 bp upstream of the identified TSSs in 69.5% of the genes, but no conserved −35 motif could be identified. These findings are similar to a previous study in *M. tuberculosis* (Cortes et al., 2013).

**Figure 4:**
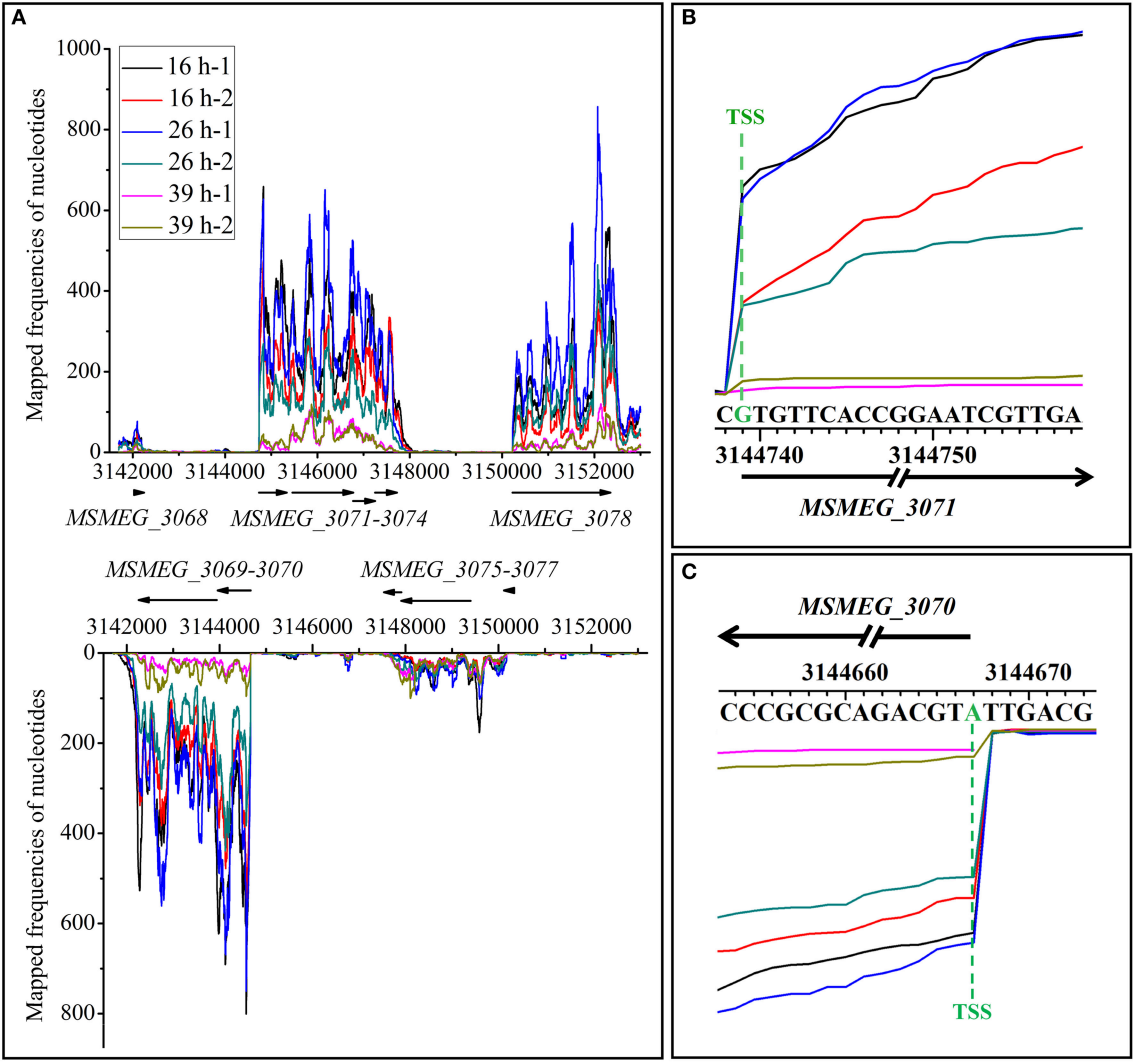
Transcriptional maps of *MSMEG_3068-3078* loci. **(A)** Whole view of strand-specific transcriptional maps of *MSMEG_3068-3078* loci. *MSMEG_3068, MSMEG_3071-3074*, and *MSMEG_3078* genes residing in the positive strand while genes of *MSMEG_3069-3070* and *MSMEG_3075-3077* are located in the negative strand. **(B)** Single-nucleotide resolution transcriptional maps of *MSMEG_3071* and its TSS. **(C)** Single-nucleotide resolution transcriptional maps of *MSMEG_3070* and its TSS. Lines of different colors represent samples in different growth phases, −1 and −2 represent the two biological replicates. The same as below.

*MSMEG_2196* is a c-di-GMP synthetase encoding gene, the TSS of which was first determined in a previous study (Bharati et al., 2013). 

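*MSMEG_2196* encodes a sensory box/response regulator and lies on the minus strand of the mc2155 genome from 2275150 to 2276997. Table S3 places its TSS at 2277142, 145 bases upstream of the coding sequence. The gene had an RPKM of 85.5 ± 11.4 at 16 h (SD, n = 2), 98.6 ± 27.5 at 26 h and 56.8 ± 0.383 at 39 h, from 277 to 1165 reads per library. It ranked above 64.0% of genes at 16 h, 68.3% at 26 h and 66.7% at 39 h. No change passed the test at 39 h against 16 h (log2 fold change -0.58, standard error 0.29, adjusted p = 0.116 from limma), and the sign turned to 0.03 with the libraries centred on their medians, to 0.14 with TMM-like scaling and to 0.19 with quantile normalization.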

In our study, its TSS was detected by RNA-seq and was validated by 5′-RACE (Figure 5). Interestingly, the reported TSS is 88 nts downstream of our identified location. Moreover, a conserved −10 motif could be found upstream of our identified TSS but not in the previous one, indicating that our study could provide more credible data for gene organization. Taken together, our systematic identification of TSSs in genome scale could facilitates the research of gene expression regulation in mc^2^155.

**Figure 5:**
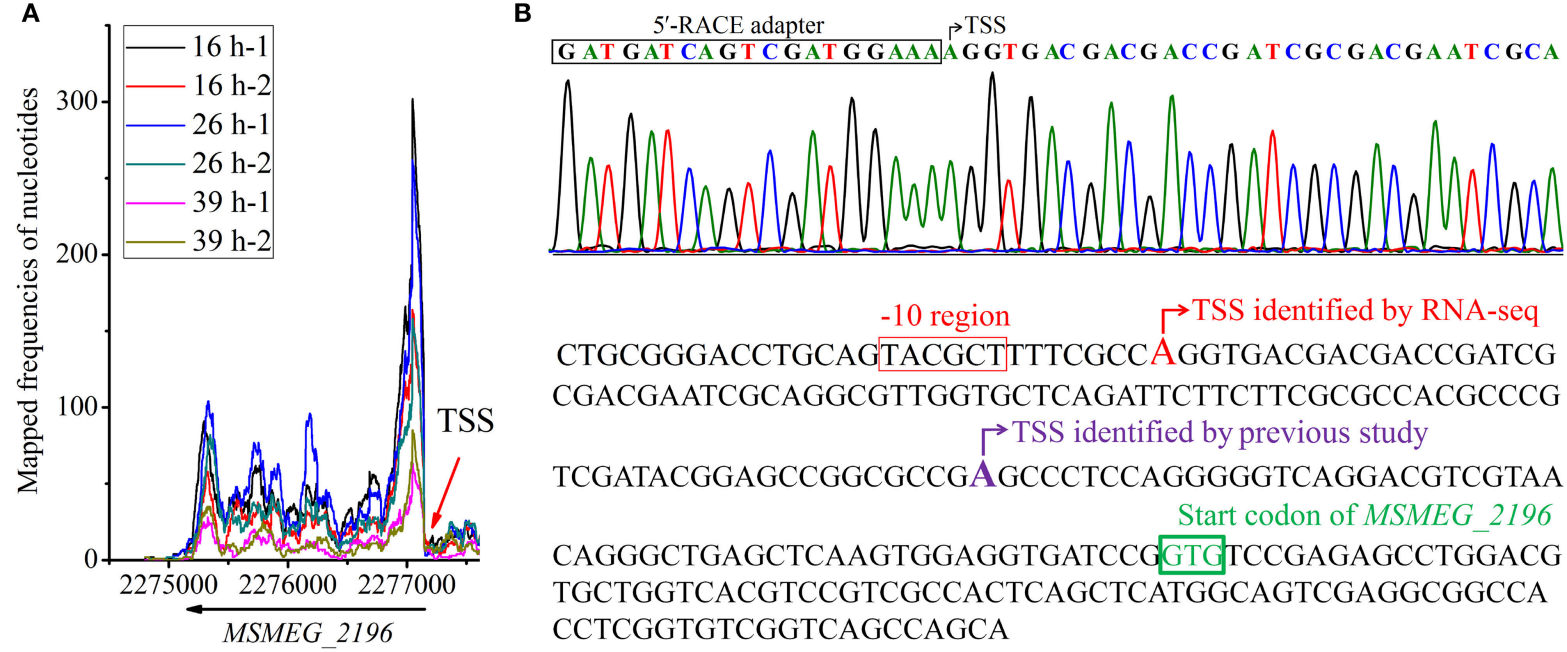
Identification of *MSMEG_2196* TSS. **(A)** Whole view of transcriptional maps of *MSMEG_2196-2199* loci. **(B)** TSS of *MSMEG_2196* identified by 5′-RACE in this study. **(C)** Comparison of TSS of *MSMEG_2196* identified by our RNA-seq data with that previously reported (Bharati et al., 2013). The new identified TSS is colored in red, and the putative −10 motif is marked in rectangle. The previously identified TSS is colored in purple, however, no conserved −10 motif can be found.

### High proportion of leaderless mRNA in mc^2^155

Based on TSS identification, we systematically explored the 5′-UTR length throughout the transcriptome (Figure 6A and Table S3). As shown in Figure 6B, 40.5% of the 5′-UTRs were <10 nts in length, and were considered to be leaderless mRNA; 28.6% of transcripts have 5′-UTR length from 11 to 50 nts, and 14.8% from 51 to 100 nts. In addition, 9.1% of transcripts exhibited long 5′-UTRs (with length more than 100 nts). Previous study indicated that long 5′-UTRs might hide regulatory elements such as riboswitch and transcription-attenuation region, which would regulate the transcription of downstream genes in a more sophisticated way (Breaker, 2011; Wang et al., 2013a; Rosinski-Chupin et al., 2014; Dersch et al., 2017). It is worth mentioning that about 7% TSSs were identified downstream of the annotated start codon, which were rather unlikely and were therefore considered to be mis-annotated.

**Figure 6:**
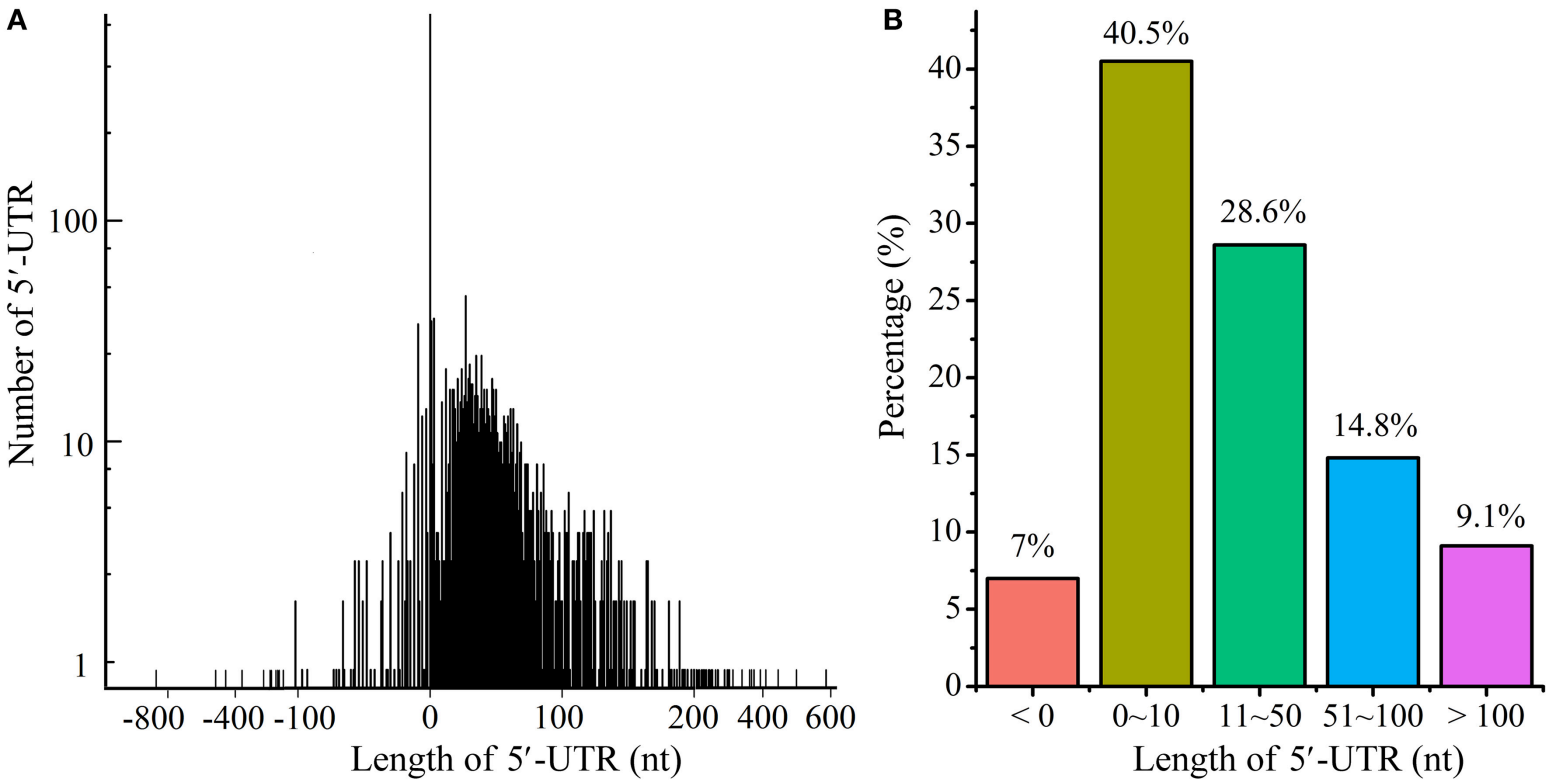
Distribution of 5′-UTRs length. **(A)** The distribution of 5′-UTRs length. **(B)** The percentage of 5′-UTRs length. The length of 5′-UTRs <0 indicated potentially mis-annotated genes.

We have observed that ~40.5% (866/2139) of the transcripts with annotated TSSs had a 5′-UTR <10 nts in length, likely generating leaderless mRNAs. Moreover, the TSSs of 35.48% (759/2139) mRNAs overlapped with the first nucleotide of annotated start codon (AUG/GUG). In bacteria, the Shine-Dalgarno (SD) sequence helps to recruit the ribosome to the mRNA to initiate translation. One would ponder how ribosome binds to mRNA to start the translation procedure without an SD sequence. Can these mRNA be efficiently translated? Do these widespread leaderless mRNAs use other specific translation mechanisms or are they simply mis-annotated? Therefore, it is important to confirm the translation of leaderless mRNA and identify the initial amino acid of the translated protein. Shell et al. (2015) tried to reveal the widespread translation of leaderless mRNA in mc^2^155 by ribosome profiling; however, the result could only indicate that ribosome did bind to the leaderless mRNAs but could not directly verify the translation of leaderless mRNAs. Moreover, they had also performed a proteomics study (Orbitrap LC-MS) on *M. tuberculosis* H37Rv to confirm this feature. As a result, a large number of proteins translated from leaderless mRNAs were identified. However, the key point in the validation of leaderless feature is to determine whether the first N-terminal amino acid of the translated protein is in accordance with the initial nucleotides of leaderless mRNA. LC-MS cannot be used to efficiently identify the initial amino acid though some peptides detected in that study were identical to the annotated start codons. Thus, we performed Edman degradation, which is the most credible method in initial amino acid identification, on the MSMEG_4921 and MSMEG_6422 proteins both translated from leaderless mRNAs (Figures 7A,B). To get the test protein, leaderless genes fused with 6 × His tag were over-expressed under the control of their own promoters based on the expression vector pMV261, and were respectively transformed into mc^2^155 strain to obtain a series of derivative strains. Purified proteins were applied on a 15% SDS-PAGE and then transferred to PVDF blotting membrane for Edman sequencing. The results indicated that their five N-terminal amino acids were identical to those annotated in the genome (Figures 7C,D). This strongly confirmed the leaderless feature of these leaderless mRNAs. Noteworthy, the N-terminal translation initiator Met was removed by methionine amino peptidase (MetAP), which is often crucial for the function and stability of proteins. Collectively, leaderless mRNA seems to be the common feature of mycobacteria. Further studies are required to understand how these leaderless mRNAs could be successfully translated into proteins. Several studies have shown that the unique translation can be initiated with high efficiency at leaderless transcripts via the undissociated 70S/80S ribosome and the initiator tRNA (Moll et al., 2004; Udagawa et al., 2004; Andreev et al., 2006; Giliberti et al., 2012). However, it is unclear whether mycobacterial strains employ this mechanism to initiate the translation of the high-proportion leaderless mRNA.

**Figure 7:**
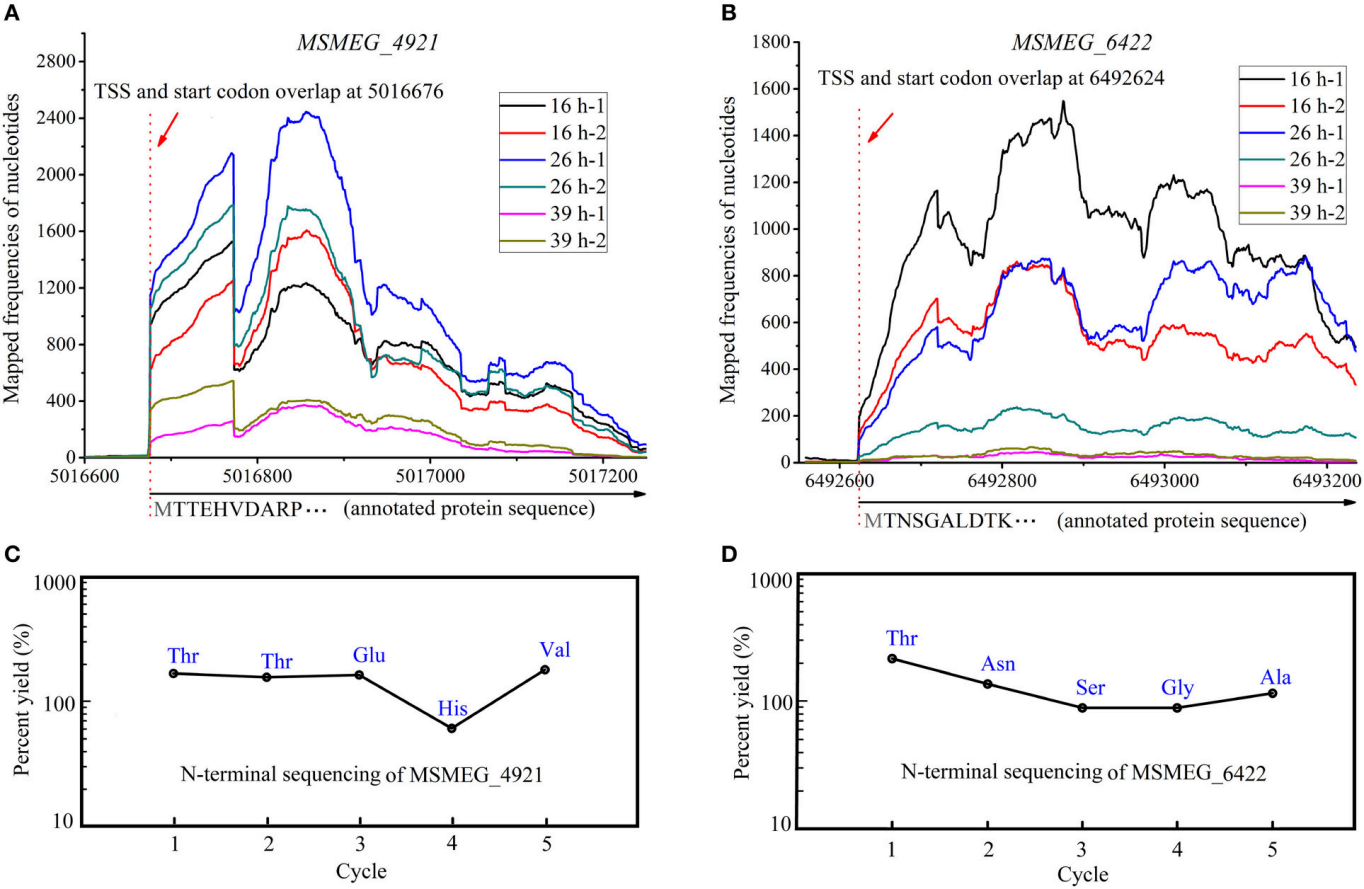
N-terminal amino acids identification of MSMEG_4921 and MSMEG_6422. **(A)** and **(B)** respectively represent the transcriptional maps of *MSMEG_4921* and *MSMEG_6422*, while **(C)** and **(D)** respectively show the N-terminal five amino acids of MSMEG_4921 and MSMEG_6422 proteins. Both amino acid sequences are identical to the annotation files. Noteworthy, the N-terminal translation initiator Met was removed by methionine amino peptidase (MetAP), which is often crucial for the function and stability of proteins.

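*MSMEG_4921* (*mce*, methylmalonyl-CoA epimerase) and *MSMEG_6422* (ferritin family protein) were among the most abundant transcripts of growing cells. The paper picked both genes for their high expression, so their high rank describes that choice and is not a separate finding. *MSMEG_4921* lies from 5016676 to 5017149 of the mc2155 genome and *MSMEG_6422* from 6492624 to 6493169. *MSMEG_4921* had an RPKM of 1928 ± 269.8 at 16 h (SD, n = 2), 2837 ± 440.2 at 26 h and 1027 ± 197 at 39 h, above 98.5% of genes at 16 h. *MSMEG_6422* had 1819.5 ± 485 at 16 h, above 98.3% of genes, 960.1 ± 812 at 26 h and 140.5 ± 27.1 at 39 h. *MSMEG_6422* fell at 39 h against 16 h (log2 fold change -3.67, standard error 0.63, adjusted p = 0.00209 from limma). The change of *MSMEG_4921* did not pass (log2 fold change -0.91, standard error 0.37, adjusted p = 0.0607 from limma).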

### Correction of mis-annotated genes in mc^2^155

The majority of sequenced bacterial genomes were annotated by algorithm-based software, which can be error-prone. 

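Most of the genes whose start Table S5 moves reached the middle of the expression range. All 150 had a value in every library, and 131 of them reached at least the median of all genes in their highest phase. Their median RPKM was 90.5 at 16 h, 99.6 at 26 h and 52.2 at 39 h, and the lowest phase means were 2.92, 3.16 and 2.05. Their median percentile among all genes was 65.0, 68.5 and 64.7. At 39 h against 16 h, 24 of the 150 were higher, 77 lower and 49 did not pass (limma). *MSMEG_1788*, a hypothetical protein, had the highest RPKM of the 150 at 39 h, 18528 ± 4915 (SD, n = 2). In Table S5, 122 of the 150 have AUG or GUG at the TSS, and for 124 the shift of the start is a multiple of 3.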

As shown in Figure 6, the lengths of 5′-UTRs of 150 transcripts were negative, indicating that these corresponding genes were very likely mis-annotated in these assay conditions (three different growth phases in 7H9 medium). Further explorations found that 124 out of these 150 transcripts used AUG/GUG as the first three nucleotides at TSS (Table S5), which were similar to the leaderless mRNAs. Given the fact that leaderless mRNAs are widespread in mc^2^155, and an AUG/GUG at TSS is sufficient for the initial translation of leaderless mRNA in mc^2^155 (Shell et al., 2015), we therefore propose that in these assay conditions, the 124 mis-annotated genes were transcribed into leaderless mRNA. Furthermore, distances between the identified TSSs and the first nucleotide of annotated start codons were in multiples of three in length, indicating that the corrected gene structural annotation does not shift the original open reading frame. Figure 8 schematically shows the transcriptional maps of two mis-annotated proteins *MSMEG_1874* and *MSMEG_6901*, as well as the corrected versions. Together, we propose that RNA-seq could be highly useful to correct gene mis-annotation.

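*MSMEG_1874* (*mtrA*), a response regulator, and *MSMEG_6901* were transcribed at high levels in growing cells. *MSMEG_1874* is annotated from 1950437 to 1951123 of the mc2155 genome, and its TSS at 1950446 lies 9 bases inside that coding sequence, at an ATG. It had an RPKM of 1839 ± 283 at 16 h (SD, n = 2), 2450.3 ± 799 at 26 h and 988 ± 129 at 39 h, and its change at 39 h against 16 h did not pass (log2 fold change -0.89, adjusted p = 0.0798 from limma). The 5′ end of the *MSMEG_6901* transcript is at 6948522 and the annotated start at 6948579, 57 bases away, with GTG at the new start. *MSMEG_6901* had 836 ± 305 RPKM at 16 h, 679 ± 263 at 26 h and 210.5 ± 58.9 at 39 h. It fell at 39 h against 16 h (log2 fold change -1.96, standard error 0.44, adjusted p = 0.00620 from limma). Without 16 h replicate 1 the log2 fold change was -1.58 and the call was lost.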

**Figure 8:**
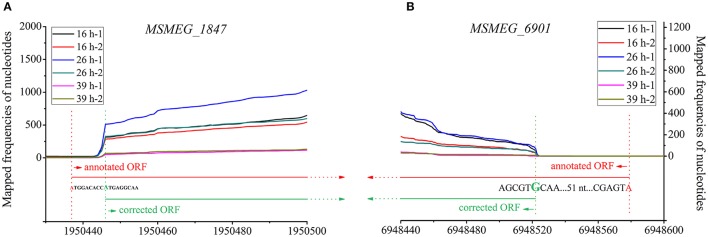
Transcriptional maps and gene structural re-annotation of *MSMEG_1874* **(A)** and *MSMEG_6901* **(B)**. The nucleotides in red and red dot lines indicate the start codons annotated by algorithms-based software. The nucleotides in green and green dot lines indicate the TSS determined by RNA-seq, and these TSSs are also considered to be the accurate start codons of relevant genes.

### Genome-wide identification of operons and sub-operons

Some genes in prokaryotes are organized into operons, which are then transcribed into polycistronic transcripts. It is typically considered that genes in an operon are functionally related. Zhang and He (2013) reported that overexpression of *MSMEG_6080* in mc^2^155 led to cell expansion and aggregation; however, co-overexpression of *MSMEG_6080* and *MSMEG_6078*, located in a similar operon, alleviated the phenotypes described above instead. Furthermore, a gene in the middle of an operon, which can be independently transcribed in response to certain stimuli, is called sub-operon. Therefore, identification of genes that are grouped together into operons/sub-operons is important to studies of gene function and complex regulatory networks.

To investigate the structures of operons and sub-operons in genome scale, we manually inspected the transcription of all 6,947 genes across the genome, and finally identified 2,233 operons/sub-operons (Table S6). The 2,233 operons/sub-operons were further classified into five groups, according to the prediction of operons by DOOR (Mao et al., 2014). These five groups are: (1) confirmed, which means that our results were consistent with those predicted by DOOR (Figure 9A); (2) extended, in which we found that more genes could be transcribed into the polycistronic mRNA (Figure 9B); (3) dismissed, where less genes were found to be transcribed together (Figure 9C); (4) new, where some genes were transcribed together but were not annotated by DOOR (Figure 9D); and (5) alternative, indicating the existence of sub-operon (Figure 9E). To further illustrate the reliability of our results, several operons of each group were randomly selected for reverse transcription PCR (RT-PCR), and the results were consistent with RNA-seq data. 

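The paper's rule for an operon asks that neighbouring genes have RPKM within a ratio of 2. The groups of Table 2 rest in part on this ratio, so the ratios (larger over smaller, of phase means) describe the groups and do not test them. In the dismissed group *MSMEG_2356* and *MSMEG_2357* differed most, with ratios of 495 at 16 h, 427 at 26 h and 157 at 39 h. The mean RPKM of *MSMEG_2356* was only 0.563, 0.804 and 1.09 in the same order, so the size of these ratios is imprecise. In the extended group *MSMEG_3793* and *MSMEG_3794* had ratios of 1.13 at 16 h, 1.02 at 26 h and 1.06 at 39 h. In the group that matches the DOOR operons *MSMEG_3540* and *MSMEG_3542* had 1.16 at 16 h, 1.16 at 26 h and 1.20 at 39 h. Table 2 and Figure 9 together gave 31 pairs whose genes were both measured. A ratio under 2 in all 3 phases was found for 3 of 8 pairs that match DOOR, 6 of 9 extended, 2 of 5 new, 0 of 2 alternative and 0 of 7 dismissed pairs. The median ratio was 1.89, 1.55, 1.66, 1.87 and 28.3 in the same order. Leaving out the dismissed pairs, 11 of 24 were under 2 in all phases, 7 of 24 when every library had to be under 2, and 14 of 24 with a limit of 3. Taken phase by phase, 15 of the 24 were under 2 at 16 h, 15 at 26 h and 14 at 39 h. By the same measure, 45.0% of all neighbouring genes of the chromosome had a ratio under 2 at 16 h, 44.8% at 26 h and 46.3% at 39 h, whether or not they share a transcript. The counts under 2 in all phases are stricter and are not to be set beside these percentages.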

The selected operons/sub-operons in each group is shown in Table 2.

**Figure 9:**
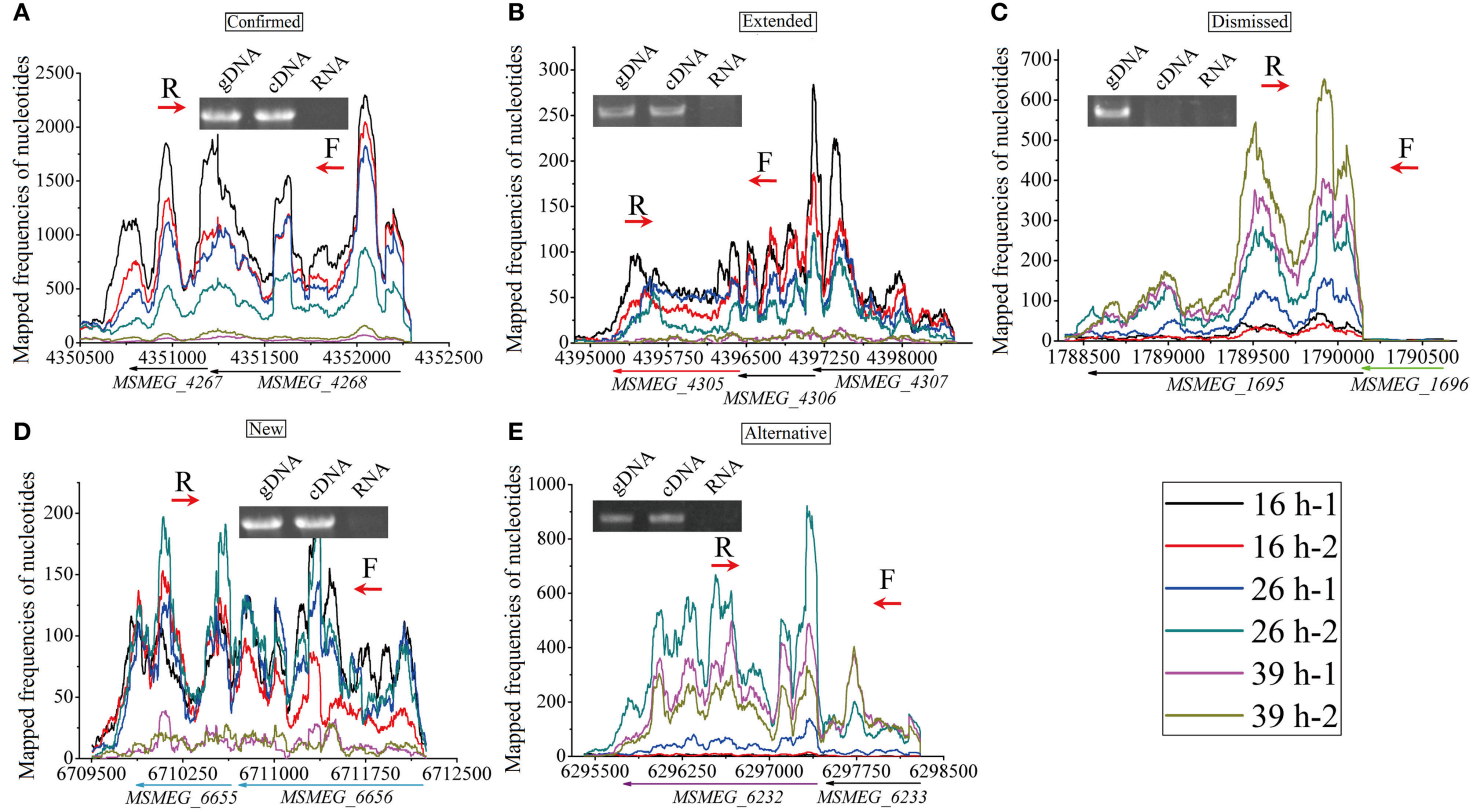
Examples of the five groups of identified operon. The RT-PCR forward (F) and reverse (R) primers are indicated in red arrows. **(A)** Confirmed, DOOR annotated *MSMEG_4268* and *MSMEG_4267* as an operon, our RNA-seq data and RT-PCR experiment also indicate this. **(B)** Extended, DOOR annotated *MSMEG_4307* and *MSMEG_4306* as an operon, without *MSMEG_4305* (in red arrow); however, our RNA-seq data and RT-PCR experiment found that the transcription was extended to *MSMEG_4305*. **(C)** Dismissed, DOOR annotated *MSMEG_1696* to *MSMEG_1695* (in green arrow) as an operon, however, our RNA-seq data and RT-PCR experiment indicated that *MSMEG_1696* was dismissed from transcription. **(D)** New, our RNA-seq data identified new operons not found by DOOR, which was also indicated by RT-PCR. **(E)** Alternative, *MSMEG_6233* and *MSMEG_6232* (in purple arrow) were found to be co-transcribed; and *MSMEG_6232* seems to be alternatively transcribed from its own TSS.

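The gene pairs of Figure 9 differ in their ratios. *MSMEG_4267* and *ctaC* (*MSMEG_4268*) had RPKM ratios of 1.07 at 16 h, 1.17 at 26 h and 1.10 at 39 h. For the extended operon, *MSMEG_4305* and *MSMEG_4306* had 1.89 at 16 h, 1.81 at 26 h and 1.75 at 39 h, and *MSMEG_4306* and *MSMEG_4307* had 1.299 at 16 h, 1.17 at 26 h and 1.37 at 39 h. For the dismissed pair *MSMEG_1695* and *MSMEG_1696* the ratio was 10.3 at 16 h, 28.1 at 26 h and 41.9 at 39 h. *MSMEG_6655* and *MSMEG_6656*, the new operon, had 1.42 at 16 h, 1.28 at 26 h and 1.26 at 39 h. The alternative pair *MSMEG_6232* and *MSMEG_6233* changed with the phase, with 5.94 at 16 h, 3.98 at 26 h and 1.66 at 39 h.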

**Table 2:** Operon prediction in *M. smegmatis* mc^2^155.

**Operon groups**	**Total number**	**Number of genes selected for RT-PCR**	**Genes selected for RT-PCR^f^**
Confirmed^a^	1635	7	*MSMEG_1556-1557*, *MSMEG_3255-3254*, *MSMEG_3540-3542*, *MSMEG_3569-3567*, *MSMEG_3655-3656*, *MSMEG_3689-3688*, *MSMEG_3935-3933*
Extended^b^	61	7	*MSMEG_1812-1811*, *MSMEG_1810-1809*, *MSMEG_3024-3025*, *MSMEG_3503-3504*, *MSMEG_3794-3793*, *MSMEG_3887-3996*, *MSMEG_4087-4085*
Dismissed^c^	167	6	*MSMEG_1525-1527*, *MSMEG_1873-1874*, *MSMEG_1951-1952*, *MSMEG_2279-2280*, *MSMEG_2356-2357*, *MSMEG_3104-3105*
New^d^	65	5	*MSMEG_1402-1403*, *MSMEG_3499-3450*, *MSMEG_3616-3615*, *MSMEG_3685-3686*, *MSMEG_3942-3941*
Alternative^e^	273	2	*MSMEG_3946-3945*, *MSMEG_6234-6535*

a Confirmed: in an operon, RNA-seq annotated equal number of gene to DOOR;

b Extended: in a operon, RNA-seq annotated more genes than DOOR;

c Dismissed: in a operon, RNA-seq annotated less genes than DOOR;

d New: this operon was not annotated by DOOR;

e Alternative: sub-operon, a gene inside of an operon was transcribed independently;

f *of each groups, several genes were selected to perform RT-PCR*.

### Screening and identification of highly active promoter

As mentioned above, mc^2^155 is widely accepted as a model organism in mycobacterial researches and has usually been used to overexpress homologous proteins from *M. tuberculosis* and *M. bovis* due to its non-pathogenic and fast-growing features (Soares et al., 2014; Deng et al., 2016). The temperature-sensitive P*hsp60* promoter could induce the expression of downstream genes on heat shock conditions, typically via a temperature shift from 37 to 45°C (Batoni et al., 1998). The inducibility makes P*hsp60* the most widely used promoter in mycobacteria. However, there are also some problems existing in the inducible expression system. Therefore, more promoters need to be discovered for driving gene expression in mycobacteria.

It is widely known that many non-coding RNAs such as rRNA, tRNA, 6S RNA, possess a highly active promoter. Here, we intended to screen alternate highly active promoters for gene expression. According to RNA-seq data, 22 gene candidates with high RPKM values were selected (Table S7). 

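The 22 candidates differ in the phase in which they are highest. *acpP* (*MSMEG_4326*), the porin gene *mspA* (*MSMEG_0965*) and *rplU* (*MSMEG_4625*) were highest at 16 h, while *MSMEG_1076*, *MSMEG_3255* and *MSMEG_3022* were highest at 39 h. The mean RPKM was highest at 16 h for 11 of the 22, at 26 h for 4 and at 39 h for 7. At 39 h against 16 h, 7 were higher, 12 lower and 3 did not pass (*MSMEG_1060*, *hup* and *MSMEG_3896*). *MSMEG_1060*, the Lsr2 protein, passed with quantile normalization (log2 fold change -1.19). The largest rise was that of *MSMEG_3022*, a transglycosylase associated protein, from 57.2 ± 16.7 RPKM (SD, n = 2) to 19743 ± 2254 (log2 fold change 8.43, standard error 0.66, adjusted p = 0.000279 from limma). *MSMEG_1771*, annotated as a methylase, rose with a log2 fold change of 7.50 and *MSMEG_4993* with 7.60. Of the 12 that were lower, *MSMEG_0538*, a MarR family regulator, lost its call without any 1 of the libraries of 16 h and 39 h, with an adjusted p (limma) of 0.131 without 16 h replicate 1, 0.0737 without 16 h replicate 2, 0.0975 without 39 h replicate 1 and 0.0894 without 39 h replicate 2. *MSMEG_2756* lost it without 16 h replicate 1 (log2 fold change -2.06) or 16 h replicate 2 (-2.23), and *MSMEG_3050* likewise (-1.77 and -1.87). *MSMEG_5081* lost it without 16 h replicate 1 (-1.86). *MSMEG_0538* also lost it with the libraries centred on their medians (log2 fold change -1.41). At 26 h against 16 h limma called 7 higher and none lower, with 7 higher and 4 lower at an unadjusted p under 0.05 and counts of 7 and 0 by voom. In fits without 16 h replicate 1, 16 h replicate 2, 39 h replicate 1 or 39 h replicate 2, limma called none of the 22 at 26 h, though 7 were higher at an unadjusted p under 0.05 each time. Each candidate was among the 100 highest genes of some phase and 14 were among the 20 highest. In its best phase the mean RPKM ran from 2027 to 28115. The paper chose these genes on these same libraries by their RPKM.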

By fusing these promoter sequences to *lacZ* gene, we successfully certified that 8 out of 22 candidates exhibiting high β-galactosidase activities that are 3–5 times higher than the control promoter P*hsp60* (Figure 10). Additionally, some promoters showed temporal characteristics. As shown in Figures 10C,D, the promoter activities of P_*MSMEG*_3050_ and P_*MSMEG*_3084_ increased with time. In contrast, P_*MSMEG*_4891_ only exhibited high promoter activities in the early growth phase (Figure 10E). However, P_*MSMEG*_5081_ showed a relatively constant expression level during the whole detection period (Figure 10F). It is noteworthy that the β-galactosidase activity assays do not correlate well with RNA-seq data. This may be due to the fact that RNA-seq data only denote the transcriptional level. However, β-galactosidase activity assays reflect the expression levels of both transcription and translation. 

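The RNA of the 8 genes of Figure 10 moved in different directions. *MSMEG_6467*, the starvation-induced DNA protecting protein, rose at 39 h against 16 h (log2 fold change 6.99, standard error 0.72, adjusted p = 0.000459 from limma). It was the only gene of the 8 called higher. *MSMEG_4891*, an alkylhydroperoxidase, fell from 3482 ± 148 RPKM at 16 h to 1777.5 ± 767 at 26 h and 267 ± 239 at 39 h (SD, n = 2; log2 fold change -4.07, standard error 0.70, adjusted p = 0.00206 from limma). *MSMEG_5789*, a thiosulfate sulfurtransferase, fell from 4436 ± 421 to 401 ± 272, *gap* (*MSMEG_3084*) from 2444 ± 137 to 331 ± 119 and *MSMEG_0559* fell by 2.97 on the log2 scale. *mihF* (*MSMEG_3050*), the integration host factor, was at 6098 ± 312 at 16 h, 6219 ± 371 at 26 h and 1729 ± 146 at 39 h. It fell with an adjusted p of 0.00459 from limma, and no longer passed without 16 h replicate 1 (adjusted p = 0.0759) or without 16 h replicate 2 (0.0601). *MSMEG_5081* fell from 4083 ± 837 to 965 ± 28.2 (log2 fold change -2.07). Without 16 h replicate 1 its log2 fold change was -1.86 and the call was lost. *hup* (*MSMEG_2389*), the DNA-binding protein HU, was at 1971 ± 189.9 and 1953 ± 483, a log2 fold change of -0.03 that turned to 0.57 with the libraries centred on their medians, 0.70 with TMM-like scaling, 0.07 without 16 h replicate 2 and 0.22 without 39 h replicate 2. The paper proposes that reporter activity and RNA part because the assay also reflects translation.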

The disagreement between mRNA and protein levels usually happens, since many modifications may occur either at post-transcriptional or translational levels (McCarthy and Gualerzi, 1990; Alifano et al., 1994; Kozak, 2005).

**Figure 10:**
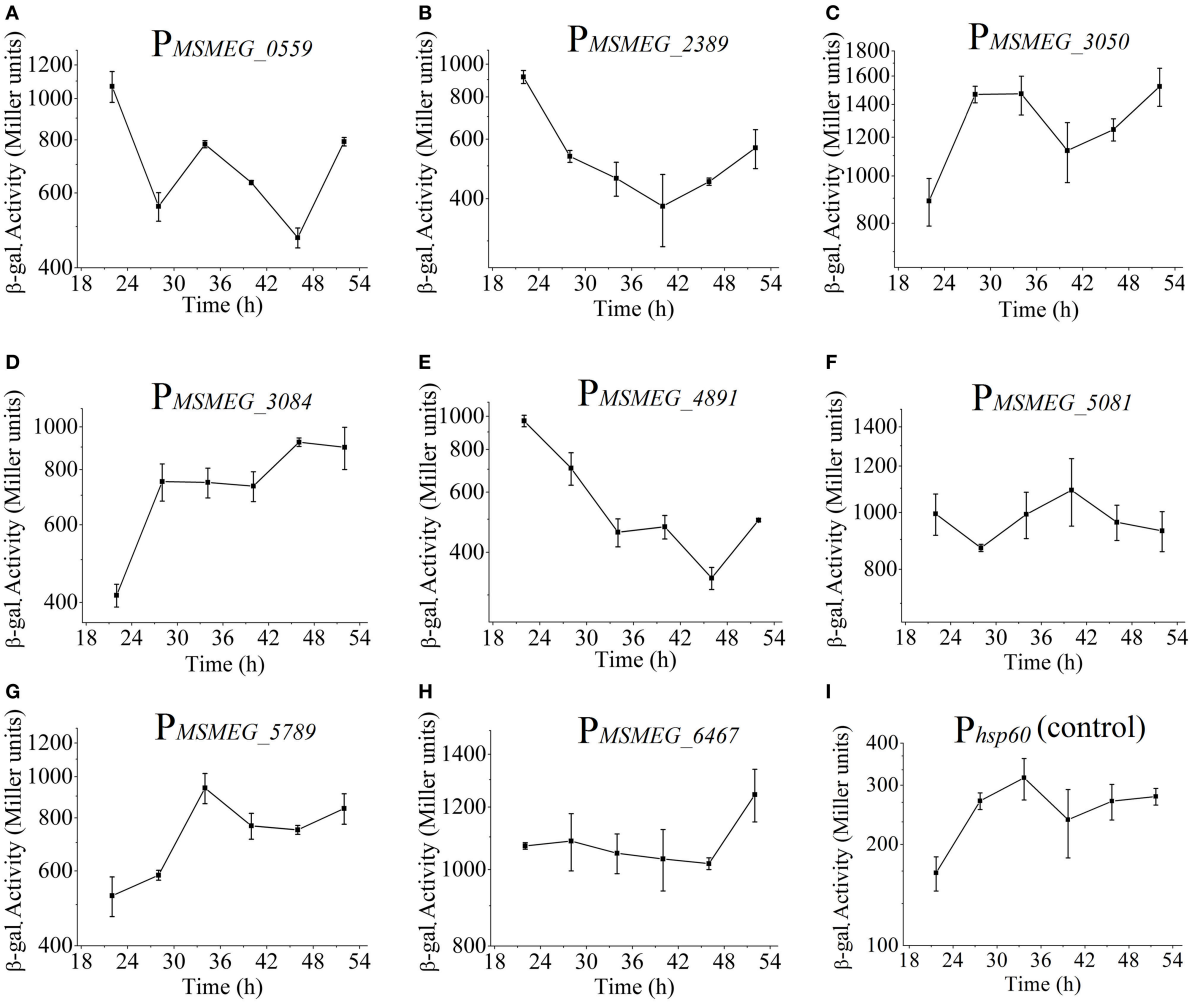
Screening and identification of highly active promoter. P_*MSMEG_0559*_ represents mc^2^155/pMV261-P_*MSMEG*_*0559*_*-lacZ* strain, and the same as below. β-galactosidase activities for the nine strains (*Phsp60* as a control) were shown in **(A–I)**. Data represent the averages of biological triplicates. Error bars indicate standard deviation.

## Discussion

This study combined RNA-seq with experimental evidences to generate a global overview of the transcriptional landscape of mc^2^155, including genome-wide annotations of the transcriptional structures, as well as a bunch of non-canonical TSSs, 5′-UTRs and operons/sub-operons. For the first time, we have also performed Edman degradation to validate the translation of leaderless mRNA. In addition, eight highly active promoters were discovered for gene overexpression in mycobacteria.

In order to reveal the comprehensive transcriptome of mc^2^155, we carried out RNA-seq experiments at three different growth phases. 

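Of 32 genes of DNA repair and recombination, 18 were lower and 3 higher at 39 h than at 16 h (4 higher and 18 lower adjusted over the list alone). *ruvC* (*MSMEG_2943*, log2 fold change -3.21) and *xth* (*MSMEG_0829*, -3.01) were lower. *MSMEG_0265*, a protein of the uracil DNA glycosylase superfamily, rose (log2 fold change 7.69, standard error 0.67, adjusted p = 0.000336 from limma). The other higher genes were *nei2* (*MSMEG_1756*, 1.39), an endonuclease VIII, and *MSMEG_1622*, a DNA repair polymerase (1.45), named after their values were seen. *nei2* lost its call without 16 h replicate 2 (adjusted p = 0.0766 from limma) or without 39 h replicate 1 (0.0738). With the libraries centred on their medians 5 of the 32 were higher and 14 lower, with TMM-like scaling 6 and 10, and with quantile normalization 5 and 10. The list's median was -1.27, -0.61 relative to the median of all genes, and limma's camera did not call it (adjusted p = 0.104), but did without a filter (0.0475). Over all 6717 genes, 3995 (59.5%) had a lower mean RPKM at 39 h than at 16 h and 2719 a higher one.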

As expected, most of genes showed a lower expression level in mid-stationary phase, especially genes related to replication, translation, and DNA repair biological processes. However, the majority of genes in “inositol phosphate metabolism” and “degradation of aromatic compounds” pathways were found to be significantly up-regulated in the mid-stationary phase. Being noteworthy is that as a soil bacterium, mc^2^155 is similar to other soil mycobacterial isolates such as *Mycobacterium* KMS, MCS, and JLS that share organic compounds degradation capability. Almost all genes in the “degradation of aromatic compounds” pathway exhibit increasing expression level in a temporal order (Figure 3A and Figure S2). This might indicate increased utilization of aromatic compounds as carbon source in mc^2^155 during the stationary phase, demonstrating the potential of mc^2^155 as an efficient pollutant eliminator.

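In the list of 9 aromatic compound degradation genes, 3 had means in the order 16 h < 26 h < 39 h and 5 in the opposite order. The muconate isomerase *MSMEG_2382* ran from 384 ± 29.4 RPKM at 16 h (SD, n = 2) to 278 ± 29.7 at 26 h and 78.4 ± 4.57 at 39 h. *MSMEG_3594*, the reductase of anthranilate dioxygenase, ran from 126 ± 35.4 to 237 ± 46.3 and 358 ± 78.3. In the extended list of 24, chosen after the data were seen, 14 were in rising and 6 in falling order. *benB* (*MSMEG_1907*) was at 15.6 ± 12.3 RPKM at 26 h and 49.5 ± 9.20 at 39 h. Of all 6198 genes tested, 1306 (21.1%) were in rising and 2813 (45.4%) in falling order, where an arbitrary order would put 16.7% in each. The order of single genes was not tested. The paper proposes from this pathway an increased use of aromatic compounds as a carbon source in stationary phase.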

Compared to other bacteria, mc^2^155 seems to contain a strikingly high proportion (46.06%) of leaderless mRNA. Furthermore, for 40.99% of the TSSs identified in our study, the TSS overlapped with the first nucleotide of the start codon. Previously, Cortes et al. (2013) reported that 26% of TSSs overlapped with annotated start codon in *M. tuberculosis* H37Rv. Transcriptomics research in *M. avium* also revealed a high proportion (33%) of leaderless mRNAs (Ignatov et al., 2013). Furthermore, the translations of leaderless mRNAs were confirmed by Edman degradation in this study. Therefore, the high proportion of leaderless mRNAs may be a common feature of mycobacteria. In fact, Zheng et al. (2011) provided some insights into genes encoding leaderless mRNA in prokaryotes by a bioinformatics method, revealing that leaderless mRNA are widely spread in a variety of bacteria, especially in phyla *Actinobacteria* and *Deinococcus*-*Thermus*. Moreover, previous experimental studies have also revealed a high proportion of leaderless mRNA in some prokaryotes especially in Archaea (Torarinsson et al., 2005; Babski et al., 2016; Bauer et al., 2017).

It has long been known that the 5′-UTR of bacterial mRNAs include specific sequence elements for guiding ribosome binding, i.e., the SD motifs that interact directly with complementary motifs (anti-SD motifs) in the 16S rRNA. However, the initiation of leaderless mRNA translation is poorly understood. Currently, there are two possible pathways for initiation of leaderless mRNA translation in bacteria (verified in *E. coli*). One is mediated by the formation of the 30S–fMet-${\text{tRNA}}_{\text{f}}^{\text{Met}}$-IF2 complex (Grill et al., 2000). With the help of initiation factor IF2, Met-tRNA^Met^ can bind to the ribosome 30S subunit, and the ternary complex (30S–fMet-${\text{tRNA}}_{\text{f}}^{\text{Met}}$-IF2) then recognizes the start codon of leaderless mRNA to initiate translation. The other mechanism is mediated by 70S ribosomes (Moll et al., 2004; Udagawa et al., 2004). The non-dissociated 70S ribosome first combines with fMet-tRNA to recognize and bind the start codon (AUG or GUG) of leaderless mRNA to initiate translation. Importantly, both mechanisms have been found in *E. coli* that possesses a low proportion of leaderless mRNA with weak translation capability. However, robust translation of leaderless mRNA was validated by β-galactosidase reporter system in mycobacteria (Shell et al., 2015). Moreover, by analyzing the proteome data of mc^2^155 (Chopra et al., 2014), we found that the levels of protein translated from mRNAs with or without leader sequence were almost equal. Thus, leaderless mRNAs seem to be rather abundant and are robustly translated in mycobacteria when compared to *E. coli*. Yet, the two leaderless mRNA translation pathways currently present in *E. coli* (possessing low proportion of leaderless mRNA and weak translation capability) may not be sufficient to explain the existence of high proportion of leaderless mRNA and the strong translation capability in mycobacteria. There may exist a plethora of uncharacterized mechanisms for ribosomal recognition and translational initiation of leaderless mRNAs in mycobacteria.

Bharati et al. (2013) reported that *MSMEG_2196*, a diguanylate cyclase encoded gene, could either be co-transcribed into a polycistronic mRNA (*MSMEG_2199*-*MSMEG_2196*) or independently as a monocistronic mRNA. Similarly, the independent transcription of CH1330 as a malate dehydrogenase gene in an operon in *Bacillus thurgiensis* CT-43 has been demonstrated (Wang et al., 2013b). It is now commonly believed that sub-operons are regulated by specific transcriptional factors and sigma factors in response to different stresses. Meanwhile, this could also be an efficient strategy for prokaryotes since they are usually composed of relatively smaller genomes. As mentioned above, we classified the identified operons into five groups, which comprise 273 sub-operons. We suppose that some of the sub-operons found here could exhibit alternate functions in mc^2^155, which require further efforts to investigate.

Being widely used as a model organism in mycobacterial researches, mc^2^155 should be capable of expressing and over-expressing genes from many other homologous mycobacteria. Currently, the P*hsp60* promoter is the only one that is widely used for expression of mycobacterial genes because of its heat-induced characteristic. However, there are some problems existing in this inducible expression system. Firstly, proteins produced at high temperature usually fail to fold into native structures and result in a mis-folded or inactive state. Moreover, high temperature induction may exhibit a disadvantage in introducing DNA mutations, which may disable or alter target gene expression (Al-Zarouni and Dale, 2002; Buddle et al., 2002). Additionally, there are also serious doubts about the stability of plasmids carrying the P*hsp60* promoter (Haeseleer, 1994; Al-Zarouni and Dale, 2002). Therefore, our discovery of eight highly active and temporarily-expressed promoters could contribute significantly to the gene expression in mc^2^155.

Noteworthy, we found that some promoters exhibited great differences in β-galactosidase activities when fused translationally to *lacZ* gene compared to those fused transcriptionally. Translational fusion of some promoters exhibited β-galactosidase activity about 5–10 times higher than that of transcriptional fusion. For translational fusion, the promoter regions, 5′-UTRs and part of the N-terminal amino acids encoding regions were fused together to the *lacZ* gene. However, only promoter and 5′-UTRs were included in the transcriptional fusion. The CDS near the start codon may be important for translation of some genes.

## Data accession number

RNA-seq data have been submitted to GEO under the accession number GSE103158.

## Author contributions

XL performed most of the experiments and made most of the data evaluation. HM completed most of the bioinformatics analysis. JH and HM gave the main idea of this research. FC, QT, ZY, and XC participated in partial experiments and interpretation of the data. XL, HM, and JH conceived the study and drafted the manuscript. JH, S-HC, and BA revised the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 Growth curve of mc^2^155. mc^2^155 was cultured in 250 mL Erlenmeyer containing 100 mL 7H9 medium at 37°C, under a rotary shaker at 200 r/min. Overnight cultured mc^2^155 was used to inoculate fresh media at a starting OD_600_ of 0.02, and OD_600_ was determined by sampling cultures in every 3 h. Samples for RNA-seq at 16, 26, and 39 h, corresponding to mid-exponential, early-stationary and mid-stationary phases respectively, were collected, with two biological replicates.

Figure S2 Heatmap of all genes in the three pathways. Heatmap in each picture were measured by Log_2_ (fold_change) of selected genes. **(A)** Degradation of aromatic compounds pathway. **(B)**Translation process. **(C)** TInositol phosphate metabolism.

Table S1 Primers used in this study.

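Table S2 lists for each gene the reads and the RPKM of every library and the log2 ratios between phases, computed by the authors from normalized expression with DEGseq. The table's ratios are 16 h over the later phase, so a gene that rises with time has a negative ratio there, the reverse of the sign used in the text added here. For every gene of the part of the table used here, the RPKM of each library are the same as the values deposited, with a largest difference of 0. The reads are the same as those recovered from the RPKM, but that recovery took its lengths and library totals from this table. The unit of RPKM divides by gene length and by the reads of the library, so the values of the 6 libraries can be set side by side only to the extent that a few very abundant genes do not take a changing share of the reads.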

Table S2 Gene expression profiles of *M. smegmatis* mc^2^155.

Table S3 Genome-wide identification of TSSs in *M. smegmatis* mc^2^155.

Table S4 Eight genes randomly selected to perform 5′-RACE experiments.

Table S5 Structural re-annotation of genes in *M. smegamtis* mc^2^155.

Table S6 Genome-wide operon (sub-operon) identificaiton.

Table S7 Expression profiles of genes selected to screen high activity promoters.

How the deposited data were processed for this re-analysis (not part of the article)

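RNA of *M. smegmatis* mc2155 was measured at 16 h (mid-exponential phase), 26 h (early-stationary phase) and 39 h (mid-stationary phase) of growth in 7H9 broth, with 2 biological replicates at each time, 6 libraries in all. The values are RPKM, 1 per gene and library, as deposited by the authors, who trimmed the reads with Trimmomatic after FastQC, aligned them to the genome with Bowtie2, counted them over coding sequences with bedtools and divided by gene length and by the reads of the library. The paper gives no versions of these tools. The values carry no scaling for the composition of the libraries. The reads behind each library and the worth of a single read are given beside the methods. Low genes rest on few reads, so their fold changes are the least precise.

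Computation used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Genes with a mean RPKM of at least 5 over the 6 libraries were fitted with limma on log2(RPKM + 1), with the 3 phases as groups, a trend of the variance on the mean and no term for the replicate number. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested. A fold change on this scale understates the change of genes with a low RPKM. Lists of genes were described by the members that passed, over all genes and adjusted over the list alone, and by the camera test of limma over the 27 lists with at least 5 measured members, with a preset correlation of 0.01 and with an estimated one. Camera tests the list against all other genes, so a shift common to all genes does not move it. The test was also run on data simulated from the libraries, with and without changes.

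Genes are named in the text by a rule. It takes, for 26 h against 16 h and for 39 h against 16 h, the 12 genes with the largest rise and the 12 with the largest fall among those that passed, with a mean RPKM of at least 50 in the higher phase and every library of a phase above every library of the other. It adds every gene that the paper names, the 10 genes with the highest mean RPKM in each phase, and up to 4 members of each list with the largest change at 39 h. Values in Tables S2 and S7 had partly been seen when the rule was set. Genes outside the rule are marked in the text as named after their values were seen.

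The tests of genes and lists were recomputed with each library centred on its median, with scaling by a weighted trimmed mean of log ratios (TMM-like) and with quantile normalization. They were also recomputed with pseudocounts of 0.1 and 10, without a filter and with a filter at a mean RPKM of 20. Further fits had the replicate number as a block, only the 4 libraries compared, or each library left out in turn. The other results were recomputed with single libraries left out and with fewer or other alternatives. For the re-annotated genes only libraries were left out. Where a library is left out, the lone library of its phase is assumed to vary like those of the other phases. Operons were read from Table 2 and Figure 9, and 3 entries of Table 2 whose gene numbers do not run in order were left out. Ribosomal and transfer RNA genes have no values in the files. The COG and KEGG groups, Table S6 and the last part of Table S3 were not used here. Of Table S2 only the part with the first 26.5% of the genes was used.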

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

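Of the tests in this part, those by voom, the one without *mimR* and the one on RNA of 39 h mixed into a library of 26 h were chosen only after the result was seen. Some of the hydrogenase genes rose at 39 h. Of 15 hydrogenase genes, 7 were higher and none lower at 39 h against 16 h in limma, over all genes and adjusted over the list alone, with 7 higher and 1 lower at an unadjusted p under 0.05 and the same by voom. The 7 lie between *MSMEG_2702* and *MSMEG_2721* and include *hypC* (*MSMEG_2703*), *hypF* (*MSMEG_2711*), *hypE* (*MSMEG_2705*), *hypD* (*MSMEG_2702*) and *hypB* (*MSMEG_2721*). *hypF* had an RPKM of 2.42 ± 0.410 at 16 h (SD, n = 2) and 438 ± 233 at 39 h (log2 fold change 6.90, standard error 0.40, adjusted p = 0.000160 from limma). *MSMEG_2719* and *MSMEG_2720* had log2 fold changes of 7.66 and 7.06. The other 8 genes did not pass. The median of the list was 0.61 (1.27 relative to the median of all genes, adjusted p = 0.000359 from limma's camera, adjusted p = 0.667 with an estimated correlation). That median is the highest value among the 8 that did not pass. *hypE*, *hypD* and *hypB* were named after their values were seen.

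Some sigma factors rose, while most genes of amino acid synthesis and protein export fell. Of 15 genes annotated as sigma factors, 5 were higher and none lower at 39 h against 16 h in limma, over all genes and adjusted over the list alone (6 and 0 at an unadjusted p under 0.05, 5 and 0 by voom), with *mimR* (*MSMEG_1970*, 7.96) and *MSMEG_1418* (2.82) first, then *MSMEG_0573* (1.78), SigB (*MSMEG_2752*, 1.62) and *MSMEG_0574* (1.31). Leaving out 16 h replicate 2 left 3 higher, since SigB (adjusted p = 0.152 from limma) and *MSMEG_0574* (0.122) no longer passed. SigB also lost its call without 16 h replicate 1 (0.0918, limma) or 39 h replicate 2 (0.0505), and *MSMEG_0574*, named after its value was seen, without 39 h replicate 1 (0.106). Both lost it with quantile normalization (log2 fold changes of 0.69 and 0.89), and *MSMEG_0574* (log2 fold change 0.57) and *MSMEG_0573* (0.78) with a pseudocount of 10. The median of the list was 0.61 (1.27 relative to all genes, adjusted p = 0.00868 from limma's camera, adjusted p = 0.667 with an estimated correlation). With the libraries centred on their medians 10 of the 15 were higher. *mimR* is annotated as a sigma factor in Table S3, but it is named for the control of the neighbouring monooxygenase genes. Without it, 4 of 14 genes were higher and none lower in limma, over all genes and adjusted over the list alone, with a median of 0.61 (adjusted p = 0.0255 from limma's camera, adjusted p = 0.667 with an estimated correlation). Of 74 genes of amino acid synthesis, 54 were lower, *cysD* (*MSMEG_4979*, -4.11) and *dapC* (*MSMEG_5121*, -4.06) most of those named, and 3 higher, over all genes and adjusted over the list alone, with a median of -1.91 (-1.25 relative to all genes, adjusted p = 0.000108 from limma's camera, adjusted p = 0.667 with an estimated correlation). The 3 higher were *asnB* (*MSMEG_2594*, 3.44), *aroK* (*MSMEG_0453*, 1.80) and *glnA* (*MSMEG_3561*, 1.50), all named after their values were seen. Leaving out 16 h replicate 2, only *asnB* passed, and the adjusted p from limma was 0.0532 for *glnA* and 0.0956 for *aroK*. *aroK* also lost its call without 16 h replicate 1 (0.0722, limma), 39 h replicate 1 (0.158) or 39 h replicate 2 (0.0666). Of 14 genes of protein export, 13 were lower and none higher in limma, over all genes and adjusted over the list alone (13 and 0 at an unadjusted p under 0.05 and by voom), with *secG* (*MSMEG_3087*, -3.19) lowest and a median of -1.98 (-1.32 relative to all genes, adjusted p = 0.00789 from limma's camera, adjusted p = 0.667 with an estimated correlation). These 4 lists stood out by camera, and the paper's text does not discuss them.

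Most genes had a lower RPKM at 39 h than at 16 h. Thinning the libraries of 16 h to the reads of the smallest library of 39 h moved their median level by 0.00531 on the log2 scale. Thinning leaves the expected RPKM of a gene unchanged, so a small shift was likely from the start. It shows only that sampling fewer reads does not by itself lower the median. Over 6098 genes, the median log2 fold change was -0.69, and -0.10 when the 100 highest genes at 39 h were left out and the libraries rescaled (-0.14 to -0.07 with single libraries left out). The 100 genes were chosen by their level at 39 h in these same libraries. Leaving them out and rescaling therefore had to raise the median of the rest. The values show how much of the lower median goes with the share of reads held by those genes, *MSMEG_3141* and *MSMEG_6467* among them. Whether the amount of mRNA per cell also fell stays open, since the libraries carry no measure of it.

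The libraries of 26 h differed more from each other than those of 16 h or 39 h. The 2 libraries differed little in their reads (a ratio of 1.05). Thinning replicate 1 to the reads of replicate 2 could therefore hardly move its position between 16 h and 39 h, and moved it by -0.000134. If RNA of 39 h had been mixed into replicate 2, few of its raised genes would lie above both libraries of 39 h, yet 96 of the 248 genes at least 4-fold higher in replicate 2 than in replicate 1 did (38.7%, 44 by over 2-fold). Across 6198 genes, the difference between the libraries of 26 h correlated with the change from 16 h to 39 h at 0.572 (0.527 to 0.603 between pairs of libraries). Replicate 2 may therefore have been further into stationary phase when harvested, a biological difference between cultures that nothing else here tests.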

How the results depend on the processing

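The tests by voom, the lists extended by symbols and the sigma factors without *mimR* were chosen only after the data were seen. Genes named at 39 h mostly kept their direction and side of the threshold: of 2120 values of 133 genes, 2036 did, 60 lost the call, 11 gained it and 13 changed sign. At 26 h the 39 genes were less stable, with 393 of 621 values kept, 224 calls lost, 3 gained and 1 sign changed. The number of named genes called, 155, ran from 107 to 156 under the alternatives, with calls gained counted, and that of promoter candidates, 19, from 15 to 20. Of the values for lists, 416 of 433 at 39 h and 398 of 433 at 26 h were kept. The labels put a change of sign before a change of call, so the extended aromatic list at 26 h, called by camera (adjusted p = 0.0450 from limma), counts as changed in sign only. With an estimated correlation camera called no list in any fit, the smallest adjusted p from limma being 0.368 at 26 h and 0.350 at 39 h.

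The 279 genes called at 26 h against 16 h became 158 with TMM-like scaling, 136 with quantile normalization, 1 with only the 4 libraries (fewer samples), and 0 in limma at the paper's own limits (fold 2, adjusted p under 0.001), where 39 h against 16 h gave 1244 and 39 h against 26 h 93. Without single libraries it ranged from 0 to 771, and 39 h against 26 h from 1961 to 3418. By voom on the recovered reads the 3 comparisons gave 327, 3833 and 2962.

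The median of DNA replication genes at 26 h turned to 0.00892 with centring, 0.11 with TMM-like scaling and 0.00192 with quantile normalization, that of cytochromes to 0.0171 with TMM-like scaling, and that of sigma factors to -0.0351 without a filter. Without single libraries, the 26 h medians ran from -0.42 to 0.26 for DNA replication, -0.69 to 0.17 for cytochromes, -0.13 to 0.27 for DNA repair, -0.15 to 0.33 for peptidoglycan and -0.21 to 0.23 for carbohydrates. With lists extended by symbols the medians were 0.21 for aromatic degradation, 0.14 for inositol and -0.0256 for sigma factors at 26 h, and 0.95 and 1.98 for the first 2 at 39 h, where carbohydrates turned to -0.66 with a filter at 20.

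At 39 h, *MSMEG_2196* turned to 0.0265 with centring, 0.14 with TMM-like scaling and 0.19 with quantile normalization, *MSMEG_2389* to 0.57 and 0.70 with the first 2, *MSMEG_3896* to 0.58 and 0.70 and *MSMEG_3077* to 0.0264 and 0.11. Without single libraries *MSMEG_2389* ran from -0.29 to 0.22, *MSMEG_3896* from -0.22 to 0.18 and, at 26 h, *MSMEG_3071* from -0.84 to 0.15. None of these 5 passed the test in limma at that time to begin with, so their sign is not settled. Calls at 39 h that limma lost with all 6 libraries in the fit were those of *MSMEG_4641* and *MSMEG_0538* with centring or TMM-like scaling, *MSMEG_4641*, *MSMEG_2752*, *MSMEG_0149*, *MSMEG_1693* and *MSMEG_0574* with quantile normalization, *MSMEG_0149*, *MSMEG_1756*, *MSMEG_2449*, *MSMEG_1693*, *MSMEG_0573* and *MSMEG_0574* with a pseudocount of 10, and *MSMEG_4918* without a filter. *MSMEG_2601* and *MSMEG_3076* gained one with centring, TMM-like scaling or quantile normalization, *MSMEG_1060* with quantile normalization and *MSMEG_2601* with the replicate block. The difference of median levels between 39 h and 16 h was 0.16 with TMM-like scaling, -0.60 over the genes tested and -0.44 with a pseudocount of 10. The genes in rising order numbered 14 in the extended list, the 100 highest genes held 42.7% of reads at 39 h, and 7 operon pairs had a ratio under 2 in every library.

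With the replicate number as a block, 210 genes were called at 26 h. The replicate numbers were not treated as pairs in the other fits, and the differences between replicates correlated at 0.268 between 16 h and 26 h, -0.00209 between 16 h and 39 h and -0.0406 between 26 h and 39 h. DESeq2 and edgeR were not run. The deposited values are RPKM, and of the methods for counts only voom was used, on the recovered reads. Beyond fewer samples or genes, the cause of each change was not tested. Depth limits the genes with few reads at 39 h, where a library held the fewest reads.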

Differences from the paper's values

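The tests by voom and the extended lists were chosen only after the data were seen. The paper gives 10 M clean reads for each library. The reads that the RPKM were scaled to number 6.13 and 4.93 M at 16 h, 5.34 and 5.10 M at 26 h and 2.63 and 3.02 M at 39 h. No alternative set before the data were examined changes these totals.

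The ratios of Table S2 are 16 h over the later phase, and are given here with the sign turned. A value is within the paper's when it lies no more than 1 standard error from it, the standard error of the gene in limma under the same alternative, so a value farther away can be within it where its standard error is larger. For *MSMEG_1784* at 39 h against 16 h the paper's value is 6.888 and the value here 6.09. The alternatives with the libraries centred on their medians, TMM-like scaling, a pseudocount of 0.1, without 16 h replicate 1 and without 39 h replicate 2 fall within the paper's, and the others do not. For *MSMEG_0573* at 39 h the paper's value is 2.122 and the value here 1.78. Centring, TMM-like scaling, a pseudocount of 0.1, without 16 h replicate 2 and without 39 h replicate 1 fall within the paper's, and the others do not. For *MSMEG_0294* at 26 h the paper's value is -2.24 and the value here -1.81, and a pseudocount of 0.1, without 16 h replicate 2 and without 26 h replicate 2 fall within the paper's, but no other. For *MSMEG_1784* at 26 h the paper's value is 4.764 and the value here 3.73, and a pseudocount of 0.1 and without 26 h replicate 1 fall within the paper's, but no other. For *MSMEG_0265* at 26 h the paper's value is 6.198 and the value here 5.45. Centring, TMM-like scaling, a pseudocount of 0.1, without 16 h replicate 1 and without 16 h replicate 2 fall within the paper's, and the others do not.

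The paper states that most genes of aromatic compound degradation were up-regulated at 39 h, and that they rose in temporal order. Of the 9 genes listed here, 1 was higher and 3 lower, and 3 were in rising order. Of the 24 of the extended list, chosen after seeing the values, 11 were higher and 4 lower, and 14 were in rising order. With the libraries centred on their medians or with TMM-like scaling, 4 of the 9 were higher and 1 lower. The paper states that most genes of inositol phosphate metabolism and oxidative phosphorylation were up-regulated at 39 h too. Of 5 inositol genes 2 were higher and 3 lower, and of the 8 of the extended list, chosen after seeing the values, 5 and 3. The lower genes include *hisN*, whose place in the list is uncertain. Of 38 genes of oxidative phosphorylation 18 were higher, the 14 of complex I among them, and 20 lower. At 26 h the paper calls coenzyme, lipid and translation clusters down-regulated. No gene of the fixed lists of cofactor synthesis, beta-oxidation or ribosomal proteins passed here in limma, and none by voom. At an unadjusted p under 0.05, 0 were higher and 5 lower of the first, 3 and 8 of the second and 0 and 6 of the third. Of 18 genes of fatty acid and mycolic acid synthesis, 1 was higher and 1 lower in limma. Of 45 ribosomal proteins, 44 had a negative log2 fold change and 1 a positive one. Camera put that list lower (adjusted p = 0.00818 with the preset correlation, 0.798 with an estimated one). The members of these groups are not the paper's own.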

Other observations

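The tests by voom and on extended lists in this part were chosen only after the data were seen. Genes of storage and sugar transport moved both ways at 39 h. Of 7 genes of trehalose and glycogen metabolism, 4 were higher and 1 lower at 39 h against 16 h, over all genes and adjusted over the list alone. They were *malQ* (*MSMEG_3673*, 5.59), *glgC* (*MSMEG_5078*, 3.36), a *glgX* gene (*MSMEG_3186*, 3.18) and *glgB* (*MSMEG_4918*, 1.63), and the alpha-glucan phosphorylase *MSMEG_4915* was lower (-1.76). *glgB*, named after its value was seen, lost its call without 16 h replicate 1 (adjusted p = 0.132 from limma), 16 h replicate 2 (0.145), 39 h replicate 1 (0.128) or 39 h replicate 2 (0.176). The median was 1.63 (2.28 relative to all genes, adjusted p = 0.142 from limma's camera), and at 26 h 1.61 (adjusted p = 0.00169 from limma's camera, adjusted p = 0.798 with an estimated correlation). Of 37 genes of carbohydrate transport and use, 10 were higher and 13 lower at 39 h, over all genes and adjusted over the list alone, with *MSMEG_3536* (7.14), *MSMEG_5559* (5.54) and *MSMEG_4658* (3.96) highest (median 0.17, adjusted p = 0.304 from limma's camera). With the libraries centred on their medians, 13 were higher and 7 lower. Of 50 genes of beta-oxidation, 6 were higher, *MSMEG_1497* (4.00) most, and 23 lower, *MSMEG_0531* (-3.84) most, over all genes and adjusted over the list alone (median -0.75, adjusted p = 0.500 from limma's camera). There were 2 higher without 16 h replicate 1 or 39 h replicate 1, and 10 with centring. Of 18 genes of fatty acid and mycolic acid synthesis, 6 were higher and 10 lower, over all genes and adjusted over the list alone, *MSMEG_3311* (5.84) and *inhA* (*MSMEG_3151*, -3.42) among them (median -1.90, adjusted p = 0.964 from limma's camera). *MSMEG_1975*, next to the propane monooxygenase genes, had a log2 fold change of 8.42.

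Stress proteins parted, with most universal stress proteins falling and those of oxidative stress and starvation moving both ways. Of 14 universal stress and dormancy proteins, 11 were lower and 2 higher at 39 h, over all genes and adjusted over the list alone, *MSMEG_3932* (-4.77) lowest and *MSMEG_1624* (4.77) and *MSMEG_1411* (3.95) higher (median -2.77, adjusted p = 0.159 from limma's camera). At 26 h *MSMEG_3932* (-3.29), *MSMEG_3944* (-3.54) and *MSMEG_3945* were lower and none higher in limma (6 lower adjusted over the list alone, 1 higher and 6 lower at an unadjusted p under 0.05, 3 lower by voom). Camera called that list at 26 h without 16 h replicate 1 (adjusted p = 0.0136 from limma), with TMM-like scaling (0.0431) and with quantile normalization (0.0415), but not with all libraries as scaled by the authors (0.109). Of 11 genes of oxidative stress and starvation, the manganese catalase *MSMEG_6213* (7.31), *MSMEG_6467* and *bfr* (*MSMEG_3564*) were higher and 5 lower at 39 h, over all genes and adjusted over the list alone, *katG* (*MSMEG_6384*, -2.61) and *MSMEG_4891* among the lower (adjusted p = 0.964 from limma's camera). *bfr* lost its call without 16 h replicate 1 (adjusted p = 0.0887 from limma) or 16 h replicate 2 (0.0795). At 26 h *MSMEG_6213* (4.42) and *MSMEG_6467* (5.15) were already higher and *katG* (-2.66) lower, the same adjusted over the list alone. *MSMEG_6213* lost that call with centring (adjusted p = 0.0503 from limma), TMM-like scaling (0.0640), quantile normalization (0.0687) or the replicate block (0.0528). Of 14 chaperones and Clp proteases, 7 were lower at 39 h, with *tig* (*MSMEG_4674*, -3.18), *grpE* (*MSMEG_0710*, -2.23) and *dnaK* (*MSMEG_0709*, -2.18) among them, and the Hsp20 gene *MSMEG_0424* was higher (1.08), over all genes and adjusted over the list alone (adjusted p = 0.389 from limma's camera). *MSMEG_0424* lost its call without 16 h replicate 2 (adjusted p = 0.160 from limma) or 39 h replicate 2 (0.0942), and *dnaK* without 16 h replicate 2 (0.0535). At 26 h none of the 14 passed in limma over all genes or by voom, 7 were lower adjusted over the list alone and at an unadjusted p under 0.05, and the median was -1.08 (adjusted p = 0.0130 from limma's camera, adjusted p = 0.798 with an estimated correlation). That camera call was lost without 26 h replicate 2 (adjusted p = 0.0566 from limma), and without 26 h replicate 1, 4 were lower. In the fits without 16 h replicate 1, 16 h replicate 2, 39 h replicate 1 or 39 h replicate 2, limma called no gene of the universal stress and oxidative stress lists at 26 h, with 4 to 7 of the 14 and 1 of the 11 lower at an unadjusted p under 0.05. Leaving out 26 h replicate 1, 1 universal stress protein was higher and 6 were lower, and 2 oxidative stress genes were lower. *MSMEG_1411*, *MSMEG_0424*, *MSMEG_3564* and *MSMEG_6384* were named after their values were seen.

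Most of the listed genes of peptidoglycan synthesis and of siderophores and iron uptake were lower at 39 h. Of 9 genes of peptidoglycan synthesis, 7 were lower and *ponA2* (*MSMEG_4384*, 5.53) higher, over all genes and adjusted over the list alone (median -1.99, adjusted p = 0.121 from limma's camera). Of 7 genes of siderophores and iron uptake, 6 were lower and none higher in limma, over all genes and adjusted over the list alone (6 and 0 at an unadjusted p under 0.05 and by voom), *MSMEG_4561* (-3.53) lowest. Camera did not call that list (adjusted p = 0.0818 from limma). It did without 39 h replicate 2 (adjusted p = 0.0123 from limma), without a filter (0.0475) and in the extended list (0.00685, 0.574 with an estimated correlation). Of 6 PE, PPE and ESX proteins, *esxG* (*MSMEG_0620*, -3.29) and 2 more were lower and the PPE protein *MSMEG_2737* (4.01) higher, over all genes and adjusted over the list alone (adjusted p = 0.964 from limma's camera). At 26 h *esxG* (-2.31), *MSMEG_0619* (-2.07) and *MSMEG_0618* (-2.04) were lower and none higher in limma, over all genes and adjusted over the list alone (3 and 0 at an unadjusted p under 0.05 and by voom). With centring 1 was lower, and none with TMM-like scaling or quantile normalization in limma. None of the 3 passed at 26 h without 26 h replicate 2 or any 1 of the libraries of 16 h and 39 h, and 2 did without 26 h replicate 1. Camera called the list at 26 h without 16 h replicate 1 (adjusted p = 0.0192 from limma) and in its extended form (0.0303, 0.792 with an estimated correlation), but not as fixed with all libraries (0.109). Of 39 genes of mobile elements, 23 were lower and 2 higher at 39 h, over all genes and adjusted over the list alone (median -1.33, adjusted p = 0.0917 from limma's camera, 0.0449 without a filter). The higher were the transposases *MSMEG_0430* (3.04) and *MSMEG_1239* (2.82), which lost their calls without 39 h replicate 2 (adjusted p = 0.0501 and 0.0535 from limma). With centring 4 were higher and 13 lower.

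At 26 h few members of the other lists passed. None of 15 hydrogenase genes did in limma or by voom, but 3 were higher adjusted over the list alone and 5 at an unadjusted p under 0.05 (median 0.67, adjusted p = 2.19e-05 from limma's camera, adjusted p = 0.798 with an estimated correlation). The number was 1 higher without 26 h replicate 1. Of 74 genes of amino acid synthesis, 3 were lower and none higher in limma, over all genes and adjusted over the list alone (2 higher and 18 lower at an unadjusted p under 0.05, 1 and 3 by voom), *cysD* (-2.67) and *cysN* (*MSMEG_4978*, -2.56) among them (median -0.56, adjusted p = 0.00195 from limma's camera, adjusted p = 0.798 with an estimated correlation). Camera lost this list without 26 h replicate 2 (adjusted p = 0.154 from limma), where 2 were higher and 3 lower, and without 26 h replicate 1, 1 was higher and 10 were lower. Of 39 mobile elements, 1 was higher (*MSMEG_0074*, 1.65) and 1 lower (*MSMEG_1404*, -1.40), 1 and 9 adjusted over the list alone (median -0.68, adjusted p = 0.00943 from limma's camera, adjusted p = 0.798 with an estimated correlation). Camera did not call it without 26 h replicate 1 (adjusted p = 0.106 from limma), while 3 were higher and 8 lower, and without 26 h replicate 2 none passed. Complex I had a median of 0.39 (adjusted p = 0.0232 from limma's camera, adjusted p = 0.798 with an estimated correlation), and none of its 14 genes passed in limma or by voom, 2 being higher at an unadjusted p under 0.05. Camera did not call it without 16 h replicate 1 (adjusted p = 0.114 from limma) or 26 h replicate 2 (0.381), nor with quantile normalization (0.153), a pseudocount of 10 (0.0958) or a filter at a mean RPKM of 20 (0.0888).

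A single gene was higher at 26 h in each of 4 lists, over all genes and adjusted over the list alone. These were *MSMEG_5605* of the cytochromes (4.04), *MSMEG_0265* of DNA repair (5.45), *MSMEG_1784* of DNA replication (3.73) and *mimR*, annotated as a sigma factor (2.16). With centring, TMM-like scaling or quantile normalization limma called no cytochrome gene, no sigma factor, no lower mobile element and no lower gene of fatty acid and mycolic acid synthesis at 26 h. With TMM-like scaling it called 1 gene of carbohydrate transport and use as higher, and with quantile normalization none. In fits without 16 h replicate 1, 16 h replicate 2, 39 h replicate 1 or 39 h replicate 2, limma called no gene of these 4 lists, the amino acid list or the mobile elements at 26 h. In the 4 lists 1 to 3 genes each were then higher at an unadjusted p under 0.05. There were 2 DNA repair genes and 2 sigma factors higher without 26 h replicate 1, and without 26 h replicate 2, 3 cytochrome genes and no sigma factor. The camera test of limma called DNA repair at 26 h without 16 h replicate 1 (adjusted p = 0.0305) or 26 h replicate 2 (0.0436), or with TMM-like scaling (0.0431). It called ATP synthase with quantile normalization (adjusted p = 0.0415 from limma) and the extended lists of aminoacyl-tRNA synthetases (0.0352, 0.792 with an estimated correlation) and aromatic degradation (0.0450, 0.792), but not these lists in the other fits. In the lists fixed before the data were seen, no aminoacyl-tRNA synthetase, translation factor, or gene of ATP synthase, aromatic degradation, inositol metabolism, protein export, purine and pyrimidine synthesis, peptidoglycan synthesis or siderophores passed at 26 h in limma or by voom. At an unadjusted p under 0.05 between 0 and 5 genes of each were lower and between 0 and 1 higher. *ponA2* was higher and 1 siderophore gene lower adjusted over the list alone. In the extended list of 15 siderophore genes, which holds *mbtD*, 2 were lower. With 26 h replicate 1 left out, 1 gene of purine and pyrimidine synthesis was higher and 1 lower, and *ponA2* was higher. *MSMEG_0074* and *MSMEG_1404* were named after their values were seen.

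Growing cells carry extra copies of genes near the origin, and their loss at 39 h could lower those genes. Spearman's rho of the log2 fold change at 39 h against 16 h with the distance from *dnaA* was -0.0271 over 5915 genes (p = 0.742 from a permutation by 5914 circular shifts), which argues against such a gradient. The median was -0.56 in the genes nearest the origin and -0.66 in the farthest of 5 equal groups.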
